# Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function

**DOI:** 10.1371/journal.pone.0030933

**Published:** 2012-02-03

**Authors:** David T. Humphreys, Carly J. Hynes, Hardip R. Patel, Grace H. Wei, Leah Cannon, Diane Fatkin, Catherine M. Suter, Jennifer L. Clancy, Thomas Preiss

## Abstract

microRNAs (miRNAs) are critical to heart development and disease. Emerging research indicates that regulated precursor processing can give rise to an unexpected diversity of miRNA variants. We subjected small RNA from murine HL-1 cardiomyocyte cells to next generation sequencing to investigate the relevance of such diversity to cardiac biology. ∼40 million tags were mapped to known miRNA hairpin sequences as deposited in miRBase version 16, calling 403 generic miRNAs as appreciably expressed. Hairpin arm bias broadly agreed with miRBase annotation, although 44 miR* were unexpectedly abundant (>20% of tags); conversely, 33 -5p/-3p annotated hairpins were asymmetrically expressed. Overall, variability was infrequent at the 5′ start but common at the 3′ end of miRNAs (5.2% and 52.3% of tags, respectively). Nevertheless, 105 miRNAs showed marked 5′ isomiR expression (>20% of tags). Among these was miR-133a, a miRNA with important cardiac functions, and we demonstrated differential mRNA targeting by two of its prevalent 5′ isomiRs. Analyses of miRNA termini and base-pairing patterns around Drosha and Dicer cleavage regions confirmed the known bias towards uridine at the 5′ most position of miRNAs, as well as supporting the thermodynamic asymmetry rule for miRNA strand selection and a role for local structural distortions in fine tuning miRNA processing. We further recorded appreciable expression of 5 novel miR*, 38 extreme variants and 8 antisense miRNAs. Analysis of genome-mapped tags revealed 147 novel candidate miRNAs. In summary, we revealed pronounced sequence diversity among cardiomyocyte miRNAs, knowledge of which will underpin future research into the mechanisms involved in miRNA biogenesis and, importantly, cardiac function, disease and therapy.

## Introduction

microRNAs (miRNAs) are small non-coding RNAs (∼19–24 nucleotides) whose regulation of mRNA translation and decay provides robustness and precision to gene expression. Precise gene regulation is crucial in the heart, where small deviations in function and structure can have devastating consequences for the organism. miRNA action is intimately entwined with signaling and transcriptional pathways to modulate cardiac development, function and disease [1], [2], [3] and a number of individual miRNAs underpin key developmental processes and cardiac diseases. For example, the MyomiRs miR-208a, -208b and -499 control myosin heavy chain isoform expression [4], miR-133a and miR-1 are crucial regulators of cardiac differentiation and development [1] and miR-195 overexpression is sufficient to induce hypertrophy in mice, while ablation of miR-208a is protective [5]. miRNA-related gene therapies for cardiac conditions are also being considered. For example, overexpression of miR-210 in the mouse model improved ventricular performance and decreased apoptosis after myocardial infarction [6], while inhibition of miR-21 reduced pathological remodeling and fibrosis in response to pressure overload [7]. It is thus important to fully understand the breadth and depth of the cardiomyocyte miRNA repertoire.

miRNAs are loaded into an Argonaute protein and guide RNA silencing complexes (RISC) to mRNAs through base pairing between the miRNA “seed” (nucleotides 2–8) and 3′ untranslated region (UTR) binding sites. Binding of RISC to the target mRNA typically inhibits translation and stimulates mRNA decay [8], [9]. miRNAs originate from genome-encoded precursors, pri-miRNAs, with characteristic hairpin structures (miRNA biogenesis reviewed in refs. [10], [11], [12], [13], [14]). The pri-miRNA is recognised and processed in the nucleus by the Microprocessor complex, which contains the endonuclease Drosha. Cleavage by Drosha ∼11 base pairs from the bottom of the hairpin yields pre-miRNA. In the cytoplasm, Dicer cleaves the pre-miRNA ∼22 nucleotides in from the Drosha cut to produce a miRNA duplex [15]. The “mature” strand of this duplex is then transferred to Argonaute, while the other strand (called passenger strand or miR*) is thought to be non-functional and commonly decayed. Strand selection is at least in part determined by the strength of base-pairing at the ends of the duplex, however relative mature miRNA/miR* expression levels can vary widely between tissues, suggesting the existence of additional regulatory mechanisms [11], [16]. Furthermore, many miR* have been observed in RISC complexes, supporting the contention that these actively repress mRNAs *in vivo* [17]. Recent reports of miRNA length and sequence variants [18], [19], [20] add further complexity to our view of what constitutes a functional miRNA. 5′ start site and 3′ end variants (called 5′ and 3′ isomiRs) may have altered targeting and/or turnover properties and can be expressed in a tissue- and development-specific manner, suggesting regulated production and biological purpose [21], [22].

Previous studies (reviewed in ref. [2]) documenting expression levels of miRNAs in the heart, and how these change in cardiac disease, mostly relied on microarray measurements, which typically cannot fully differentiate sequence variation. The field thus lacks critical information on miRNA variant expression, which could profoundly impact on our view of miRNA effects on cardiac gene expression, the definition of their mRNA targets and how we might devise experimental and therapeutic means to modulate their function. This new appreciation of miRNA complexity motivated us to generate a reference compendium of cardiomyocyte miRNA variant expression. Thus, we exhaustively sequenced the miRNA population of the murine HL-1 cell line as a pure source of functional cardiomyocytes. Our results revealed numerous examples of unexpected miRNA strand bias, sequence variation as well as novel candidate miRNAs, the existence of which will be of importance in future studies of cardiac biology and more broadly, miRNA biogenesis. We further showed that two prevalent 5′ isomiRs of miR-133a can have different targeting properties *in vivo*, directly demonstrating the biological relevance of miRNA sequence variants.

## Materials and Methods

### Cell culture and source of cardiac tissue

Ethics statement: Animals were maintained and experimental procedures were performed according to protocols approved by the Garvan and St.Vincent Hospital Animal Ethics Committee (AEC#: 09/09).

HL-1 cells were provided by W.C. Claycomb and maintained as per instructions [23]. Cardiac left ventricular tissue was taken from an inbred FVB/N mouse strain.

### Library preparation and sequencing

Total RNA was prepared from HL-1 cultures and cardiac tissue using the TRIzol® reagent. Small RNA <70 nt was enriched by flashPAGE™ electrophoresis. Libraries were created with the SOLiD™ Small RNA Expression Kit and sequenced using SOLiD™ version 2 reagents.

### Sequence analysis pipeline

We refer to an individual deep sequence read as a tag and the number of times it occurred as a count. The SOLiD™ Small RNA Pipeline was used to map tags to miRBase version 16 and the mouse genome (mm37 assembly). A schematic of our tag mapping approach is shown in Figure S1 and details of tags mapped to miRbase are located in Datasets S1, S2 and Table S1. Trimmed tags from a previously described dataset [22] were mapped to miRbase version 16, allowing one mismatch.

### miRNA target prediction and gene function analysis

Target prediction was done using Targetscan [24]. Enrichment of gene function terms was determined with IPA software (Ingenuity® Systems), using the Benjamini-Hochberg multiple testing correction method and a threshold p-value <0.01.

### Analysis of sequence and structural composition around miRNA processing sites

Nucleotide frequency at positions either side of the presumed processing sites was determined for each miRNA isomiR variant. Background nucleotide frequency was a combination of all analysed positions. For analysis of RNA structure around processing sites hairpins were visually inspected using predicted secondary structures as deposited in miRBase.

### Quantitative RT-PCR

Quantitative RT-PCR was performed as previously described and designed for annealing at 58°C [25]. Primers are listed in Table S2 and were designed against the dominant 3′ variant. For high stringency PCR to validate novel miRNA expression, annealing temperatures were increased (61°C for miR-30e-as; 62°C for 10 cycles then reducing by 0.3°C per cycle until reaching 58°C for miR-N4, -N4*, -N29 and -N29*). Melt curve analysis was performed for all experiments.

### Reporter constructs and assays

The miRNA sites were cloned into the 3′UTR of Renilla luciferase in the psiCHECK™-2 Vector (Promega). These reporters and MISSION® microRNA mimics (Sigma) were used in transient transfection assays as previously described [9].

A full description of Materials and Methods is available in Text S1.

## Results

### miRNA expression profile of HL-1 cells

HL-1 cardiomyocytes were seeded into plates at low density and cultured over a four-day period. As previously described [23], we observed a transition from non-beating cells (at day one) to more than 90% of cells beating by day four. Total RNA was extracted at 24-hour intervals, size fractionated and small RNA libraries prepared for SOLiD™ next generation sequencing. Samples were also taken from an independent repeat of the time course (except for day two), giving a total of seven libraries. Libraries were sequenced to a depth of 1.30 to 2.55×10^7^ tags (up to 35 nucleotides in length), yielding a total of 121,138,457 usable tags. To identify known miRNAs and their processing isoforms, these tags were first mapped to the 672 miRNA hairpin sequences listed in miRBase version 16 (abbreviated to miRBase in the following). During preparation and revision of this manuscript miRBase versions 17 and 18 were successively released, and thus we refer to notable differences in findings where appropriate. The remaining tags were then mapped to the mouse genome (mm37 assembly) to discover novel miRNAs (see below). Thus, using the tools and parameters detailed in the Text S1 and Figure S1, we were able to map 66,405,108 tags across the seven libraries (∼55% of usable tags; Figure 1A). 

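The data re-examined here are small RNA libraries of HL-1 cells, a mouse line derived from atrial cardiomyocytes. There were 2 libraries at day 1, 1 at day 2, 2 at day 3 and 2 at day 4. The libraries of days 1, 3 and 4 came from both time courses, and that of day 2 from time course 2, so that time course 1 gave 3 libraries and time course 2 gave 4. The authors size-selected small RNA, sequenced it on the SOLiD platform, mapped the tags and deposited for each library the distinct tag sequences on miRNA hairpins with their raw counts. The tag counts were 6832680 and 6239189 at day 1, 5075580 at day 2, 5395407 and 5793545 at day 3, and 4945112 and 6899476 at day 4, with time course 1 given first where there are both. The 7 libraries held 41180989 tags of 79503 distinct sequences. All values come from these tags and not from the larger number of usable tags that the paper states. Each tag was placed again on the hairpins with at most 2 mismatches. Of all tags, 92.4% were placed without a mismatch, 7.05% with 1 mismatch and 0.112% with 2 mismatches, while 0.413% were not placed. A tag that fell equally well on several miRNAs (2.00% of tags) was divided equally among them. Of the 572 hairpins in Table S1, 550 were matched to the reference annotation, and the other 22, with 0.337% of the tags in that table, are not analysed here. The libraries are the replicates, so errors are standard deviations over the 7 libraries unless another number is given, and intervals from counts cover counting error only.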

Analysis of individual library data revealed that they were highly similar to each other, indicating that progression from a non-beating to a beating state did not correlate with pronounced changes in cardiomyocyte miRNA profile. Nevertheless, we noted a 52% increase in overall miRNA abundance (Text S1 and Figure S2), as seen with other cell types as they reach confluency [26]. 

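The 7 libraries ranked the miRNAs of HL-1 cells much alike. Over the 384 miRNAs with at least 150 tags in the merged set, Spearman's rho between pairs of libraries ran from 0.951 to 0.988 with a median of 0.973. These correlations are across miRNAs, which are not independent replicates. The 3 pairs of libraries from the same day gave 0.967 to 0.975, and the 9 pairs of different days within a time course gave 0.972 to 0.988, so that libraries of a time course were at least as alike as libraries of a day. The pairs that shared neither gave 0.951 to 0.976. Among miRNAs typical of muscle, the log2 fold change from day 1 to day 4 was 0.02 for miR-1-1 (adjusted p = 0.993 from edgeR's quasi-likelihood test) and 0.56 for miR-133a-1 (adjusted p = 0.567), and that of the cardiovascular miR-145 was 0.03 (adjusted p = 0.98). The heart-specific miR-208a-5p had 1.46 (edgeR's adjusted p = 0.274, and 0.0158 from DESeq2). Over library totals, where log2 fold changes lie 0.18 lower than with edgeR's normalization, it had 0.65 in time course 1 and 1.78 in time course 2. From the similarity of the libraries, the paper concludes that the passage to a beating state did not go along with pronounced changes in the miRNA profile, and it therefore treats the libraries as a merged set.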

We therefore considered these libraries as one merged set to increase the depth of coverage for our subsequent analyses.

**Figure 1:**
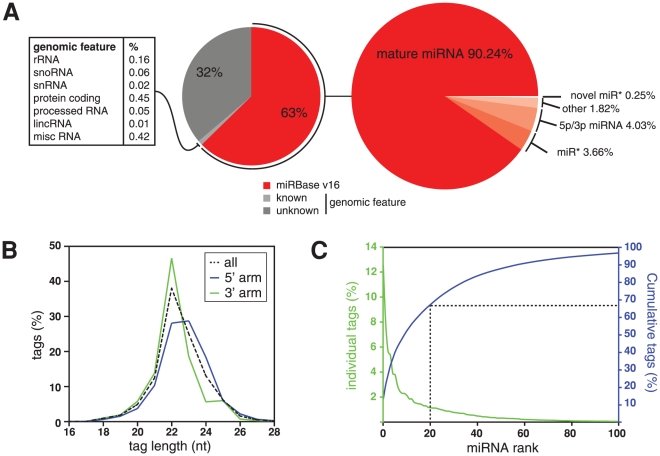
Identification of HL-1 cardiomyocyte miRNAs by next generation sequencing. (**A**) Distribution of 66,405,108 mappable small RNA sequence tags derived from HL-1 cells across miRBase version 16 and the mm37 mouse genome assembly (on left). Split of miRBase-mapped tags across different miRNA annotations (on right). (**B**) Distribution of tag lengths for all generic miRBase-mapped tags (dashed line), or separately for those derived from the 5′ or 3′ arm of precursor hairpins (blue and green lines, respectively). (**C**) Distribution of tag counts across the one hundred most abundant miRNAs. Contribution of individual miRNAs to total tag count (green), or cumulative tag contribution (blue) is plotted against ranked miRNA abundance.

42,451,913 tags mapped to miRBase-listed miRNA hairpins covering 1133 generic miRNA features (i.e. tags started within ±3 nt of the 5′ end of a known miRNA or were appropriately located on the opposite hairpin arm of known miRNAs, see Figure S3; Dataset S1 and Table S1 contain detailed information on miRNA sequence and tag counts). 

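Generic tags of HL-1 miRNAs were most often 22 nt long in each of the 7 libraries. This length held 36.6% ± 1.30 (SD, n = 7) of generic tags, followed by 23 nt with 24.1% and 24 nt with 12.5%. Tags of 15 to 33 nt were present in the libraries. Generic tags numbered from 4865585 to 6771882 per library, so counting error on these shares is far smaller than the spread between libraries.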

Consistent with expectation, the modal tag length was 22 nucleotides (nt; Figure 1B) and 1035 of these features were already annotated in miRBase, while the remaining 98 features potentially represent novel miR*. A recent study sequenced murine miRNA populations from adult brain, ovary, testes and several embryonic stages at a similar depth in aggregate [22]. For comparison we applied an expression threshold equivalent to theirs (≥25 tags) and detected 374 of 408 known miRNAs also observed by these investigators; we saw 113 of 177 miRNAs they did not detect, and 46 of 158 of the miRNAs discovered as novel in the previous study. We consider this a good level of overlap, given the differences in source material, library preparation methods and sequencing technology (ie. Illumina versus SOLiD™ [27]). In the following, we generally applied a more stringent expression threshold of 150 tags per miRNA to exclude miRNAs of extremely low abundance, and to focus on observations of particular relevance to cardiomyocyte biology. This retained 99.95% of mapped tags, excluded 632 miRNAs of extremely low abundance and left 403 known miRNAs confidently detected (Table S3).

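Known miRNAs with at least 150 tags in the merged set numbered 379 when the deposited tags were placed again, and 258 ± 11.2 (SD, n = 7) when the same minimum was applied to a single library. On the matched hairpins, 969 miRNAs had at least 1 tag in Table S1. The count leaves out the 22 hairpins without a match in the annotation, among them mir-1274a, mir-720 and mir-1196, and merges copies of a miRNA from several hairpins under the lowest copy number.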

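miR-145, which promotes the differentiated state of vascular smooth muscle, took the largest share of HL-1 tags, with 5327293 tags or 13.0% ± 0.986 (SD, n = 7) per library. Its hairpin lies on chromosome 18 of GRCm38 from 61647825 to 61647894. It was followed by miR-24-1 with 7.85% ± 1.06 (SD, n = 7), a miRNA that limits cardiomyocyte apoptosis and whose hairpin lies on chromosome 13 from 63301208 to 63301275. miR-30d had 5.50% ± 1.32 (SD, n = 7), miR-301a 3.85% of the merged set, miR-29a, which targets collagen mRNAs, 3.28%, miR-30b 3.03% and miR-125b-1 2.91%. miR-99a contributed 2.34%, the muscle miR-133a-1 2.19% and miR-143, which is transcribed together with miR-145, 2.13%. Of the tags given to miR-133a-1, 17.5% fell equally well on another miRNA. miR-1-1 held 6.46% of the merged set, which places it between miR-24-1 and miR-30d. The other members of the top 20 were miR-30c-1, miR-21, miR-15b, miR-378, miR-23b, miR-130a, miR-107, miR-125a-5p and miR-30a. Together the 20 held 66.4% of the merged tags, and 66.9% ± 1.53 (SD, n = 7) in single libraries. The lead of miR-145 over miR-24-1 was several times their spread.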

The 20 most abundant miRNAs in HL-1 cells contributed 66% of all miRBase-mapped tags (Figure 1C and Table S4), with the cardiovascular miR-145 [28] alone contributing 13% of tags. Altogether, a set of 139 miRNA hairpins with established cardiac function or differential expression during heart development and disease [29], referred to as ‘cardiac miRNA set’ hereafter, gave rise to 88% of tags and 181 miRNA species (with ≥150 tags). 

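The cardiac miRNA set had 124 members here, fewer than the hairpins that the paper gives for it. They gave rise to 181 miRNAs with at least 150 tags. The whole set took 87.2% of the merged tags and 87.3% ± 0.927 (SD, n = 7) per library. The cardiac set was chosen in an earlier publication and not on these libraries. Among lists of miRNAs set up for this comparison, the cluster of miR-143 with miR-145 held 15.2% ± 0.643 (SD, n = 7) of tags, the miR-30 family 13.0% ± 2.00, the miR-23/24/27 clusters 11.1% ± 1.42 and the muscle miRNAs 10.6% ± 0.812. The let-7 family, which restrains proliferation, held 5.09% ± 1.40, the miR-29 family 4.53% ± 0.883 and the miR-17-92 cluster with its paralogues 3.76% ± 0.634. miRNAs enriched in cell types other than muscle were scarce. The epithelial list held 0.928% ± 0.167 (SD, n = 7), most of it from miR-182 (213813 tags) and miR-183 (135000 tags), which share a cluster. The neuronal list held 0.160% ± 0.0409, the endothelial miR-126 pair 0.0739% ± 0.0169, the haematopoietic list 0.00558% ± 0.000845 and the fibroblast list 0.00321% ± 0.0006.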

As HL-1 cells are immortalised cardiomyocytes (though maintaining a differentiated phenotype with ability to contract and adult cardiomyocyte gene expression [30]) we wanted to cross-reference our results with an *in vivo* cardiac setting. In related work, we had sequenced a small RNA library derived from a biopsy of murine cardiac left ventrical at lower depth (3,639,611 tags mapped to miRBase). Although the biopsy contained cardiomyocytes in mixture with other cell types, its miRNA profile had clear similarities to that of the HL-1 cells (Spearman's rank correlation coefficient of 0.61; data not shown). 

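miR-208a is encoded in an intron of Myh6, the gene of the adult alpha myosin heavy chain, and miR-208b in an intron of Myh7, the gene of the beta chain that prevails in the embryonic heart. The hairpin of miR-208a lies on chromosome 14 of GRCm38 from 54949060 to 54949142 and that of miR-208b from 54975700 to 54975776. From the same hairpin arm, miR-208a-3p had 214 ± 106 CPM (tag counts scaled to a common library total; SD, n = 7) and miR-208b 3.28 ± 1.11. The log2 ratio of both was 5.92 ± 0.80 and lay above 0 in 7 of 7 libraries (two-sided exact sign-flip permutation test, p = 0.0156, the smallest p that 7 libraries allow). This test takes the libraries as independent, while the log2 ratio was higher in time course 1 (6.46 to 7.07) than in time course 2 (4.97 to 5.88). The most frequent tag of miR-208a-3p was ATAAGACGAGCAAAAAGCTTGT with 49.0% of its tags, and that of miR-208b was ATAAGACGAACAAAAGGTTTGT with 50.8%. miR-208b rested on 132 tags, with 11 to 30 per library. Most tags of the miR-208a hairpin came from its other arm, since miR-208a-5p had 2250 ± 986 CPM (SD, n = 7). With both arms counted, the log2 ratio was 9.47 ± 0.52.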

We also noted that HL-1 cells expressed higher levels of miR-208a than miR-208b, seen as a marker of adult rather than embryonic cardiac tissue [1].

There were also differences between the heart biopsy and HL-1 datasets, the most notable being the higher miR-145 levels and lower miR-1 levels in HL-1 cells. A recent study profiling abundant miRNAs in the whole mouse heart by llumina sequencing reported miR-1 as the most abundant miRNA, contributing ∼40% of tags [31]. In the biopsy of the mouse left ventricle we also found that miR-1 was the most abundant miRNA, contributing 23% of tags. However in the atrial-derived HL-1 cell line miR-1 is the third most abundant miRNA contributing 6.3% of all miRNA reads. 

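miR-1, a muscle miRNA that promotes the differentiation of cardiac and skeletal muscle, held 6.45% ± 0.756 (SD, n = 7) of the tags per library, with a range of 4.94% to 7.11%. Tags of its copies were counted under miR-1-1, whose hairpin lies on chromosome 2 of GRCm38 from 180389048 to 180389124. In the merged set its share was 6.46%, below miR-145 and miR-24-1 and above miR-30d with 5.56%.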

The 20 most abundant miRNAs from [31] contributed 47.8% of miRNA reads for HL-1 dataset and 70.8% of the miRNA reads from our cardiac dataset, suggesting that the miRNA population of the whole heart is more similar to our ventrical biopsy than HL-1 cells. Furthermore, in adult tissue there is evidence that miR-145 is expressed to a much greater extent in the atrium *versus* the ventricle [32]. As the ventricle contributes the bulk of material to the whole heart tissue as used in ref. [31], and the entire material for our heart biopsy, we would suggest that the predominance of miR-145 (and possibly the reduced miR-1 levels) in the HL-1 dataset is due to its atrial origin. In aggregate, these results indicate our detection of miRNAs in HL-1 cardiomyocytes is sensitive and consistent with expression in the adult heart.

### miRNAs with unexpected strand bias in cardiomyocytes

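Most tags of HL-1 cells came from the strand annotated as mature. Mature miRNAs held 91.0% ± 0.669 (SD, n = 7) of placed tags and miR* strands 3.45% ± 0.351. The most abundant mature strands were miR-145, miR-24-1 and miR-1-1, and miR-322* and miR-22* were among the abundant miR*.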

We next determined miRNA strand bias in the HL-1 dataset and found that 90.24% of tags mapped to mature miRNAs, 3.66% to miR*, while 4.03% aligned to -5p/-3p annotated miRNAs (Figure 1A), confirming the notion that strand selection in the main is asymmetrical. The remaining 2.07% of tags mapped to non-canonical miRNA species (see below). There was a minor preference for miRNAs to be situated on the 5′ arm rather than the 3′ arm (54.6% and 45.4% of tags, respectively, Figure 2A), consistent with previous reports [33].

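The 5′ arm of the hairpin, which holds miR-145, miR-30d and miR-125b-1, gave 54.4% ± 1.84 (SD, n = 7) of generic tags. The share lay above 50% in each library, with a range of 52.3% to 57.7%. miR-24-1, miR-1-1, miR-301a and miR-29a come from the 3′ arm.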

**Figure 2:**
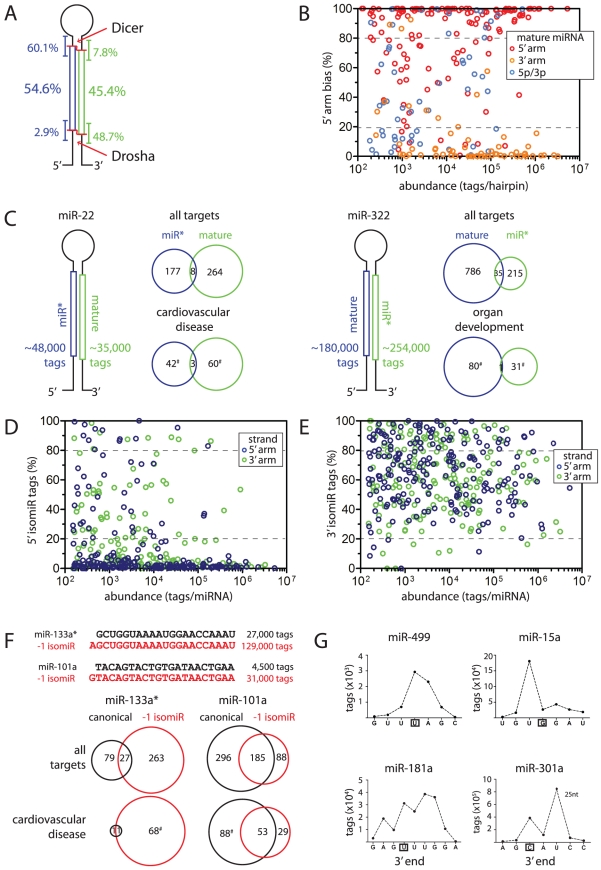
Diversity of HL-1 cardiomyocyte miRNA processing. (**A**) Schematic of hairpin miRNA precursor showing proportion of tags derived from either 5′ (blue) or 3′ (green) arm (in % of total hairpin-mapped tags; shown at center of boxed regions). For each arm, the proportion of tags representing 5′ start or 3′ end positions that vary from miRBase annotation is also shown (in % of tags per arm; shown at ends of boxed regions). Red lines indicate typical Dicer and Drosha processing sites. (**B**) 5′ strand bias of each miRNA is plotted against the sum of tags per hairpin. Color scheme represents miRBase version 16 annotation as mature species on 5′ or 3′ arms (red and orange circles, respectively), or as a 5p/-3p pair (blue circles). (**C**) Examples of miRNAs with unexpected strand bias. Schematics of hairpin indicate abundance of tag mapping to opposing arms (on left), while Venn diagrams indicate number and overlap of predicted mRNA targets (Targetscan) for each of these miRNA (on right; top: all predicted targets, bottom: only targets with specific gene function annotation (Ingenuity) as listed; #: significant enrichment of gene function term, p<0.01). (**D**) The proportion of tags representing 5′ isomiRs for each miRNA is plotted against tag abundance. Color scheme represents position of miRNA on 5′ (blue) or 3′ (green) arm. (**E**) As in (D) but showing prevalence of 3′ isomiRs. (**F**) Examples of miRNAs with high 5′ isomiR proportion. Tag sequences representing canonical miRNA (black) and major 5′ isomiR (red) are depicted on top, while analyses of mRNA targets (as in D) are shown below. (**G**) Examples of distinct miRNA 3′ end variability. Distribution of tag 3′ ends for miR-499 is from the heart biopsy, while HL-1 cell data is shown for miR-181a, miR-15a and miR-301a (miRBase-annotated 3′ end positions are boxed). Panels (B, D and E) depict only generic miRNAs (tags with 5′ start position +/− 3 nt of miRbase v16 annotation or novel miR* directly juxtaposed to a known miRNA) with an expression level of ≥150 tags; the dashed lines show tag proportion thresholds of 80% and 20% used throughout this study to categorize miRNAs.

Despite the overall concordance with miRBase strand annotation, there were 44 mature miRNAs with abundant miR* forms. 

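The strand annotated as miR* held over 80% of the tags of 11 hairpins with at least 150 tags. The clearest was miR-211*, whose hairpin lies in an intron of Trpm1 on chromosome 7 of GRCm38 from 64205806 to 64205911, with 98.8% ± 0.758 (SD, n = 7). miR-1943* held 95.3% of the tags of its hairpin in the merged set, miR-140* 92.6% ± 1.68 (SD, n = 7), miR-877* 91.7%, miR-674* 91.6% and miR-330* 89.1%. miR-140, best known from cartilage, is encoded within Wwp2 on chromosome 8 from 107551244 to 107551313. The number of hairpins was 26 with a minimum of 25 tags and 5 with a minimum of 1000 tags.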

11 cases represented a clear reversal of strand preference, with the miR* represented by >80% of tags mapped to the hairpin. Between 20–80% of tags mapped to the miR* for 33 others, thus we observed relatively symmetrical hairpin processing for these rather than the expected bias for the mature form. Conversely, 33 pairs of -5p/-3p annotated miRNAs unexpectedly displayed marked bias in their expression (>80% tags mapping to one strand). 

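For 31 hairpins the miR* held between 20% and 80% of tags. let-7d*, from a family that restrains proliferation, held 31.9% ± 7.85 (SD, n = 7) of the tags of its hairpin, and miR-872* held 57.1% ± 4.05. miR-700* held 41.8% and miR-3068* 47.3% in the merged set. The spread of let-7d* between libraries was the larger of the pair, although its share stayed below that of the mature let-7d. With 1000 tags as the minimum the number of hairpins was 17, and with 25 tags it was 48.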

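Of the hairpins whose strands are both annotated by arm, 32 gave over 80% of their tags from a single arm. miR-125a-5p held 99.6% ± 0.202 (SD, n = 7) of the tags of its hairpin. miR-342-3p held 96.5% and miR-345-5p 95.6%. On the hairpin of miR-208a, the heart-specific miRNA of the Myh6 intron, the 5p strand held 90.7% ± 4.36 (SD, n = 7). A minimum of 1000 tags left 18 such pairs.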

Figure 2B displays the observed strand bias for all confidently detected miRNAs, while Table 1 lists the most abundant examples for each category. Of the 77 examples with unexpected strand bias noted in HL-1 cells we could detect 51 in the lower depth cardiac biopsy dataset and saw similar strand bias for 46 (90%), confirming broad applicability of our findings to the *in vivo* cardiac setting. To assess how stable this biased strand expression was across divergent tissue types, we used our methodology to re-map and analyse miRNA sequencing data for several other murine tissues [22] and categorized miRNA expression in these tissues as for HL-1 cells in Table 1. Here we found 26 cases of unexpected miRNA strand bias in HL-1 cells that was either not seen in these other tissues or not as pronounced (Table S5). A further 6 of these were not appreciably expressed in the other tissues (<10 tags in all tissues; miR-147*, miR-463*, miR-1943*, miR-1933-3p, miR-883-3p and miR-2145-1*, the latter removed from miRbase 17) and thus their unusual strand biases have not previously been highlighted. Notable examples of highly expressed miRNAs with unexpected strand bias in HL-1 cells and also in the heart, but having very different strand bias in other tissues [22] are the abundant miR-22*, -322*, -872*, and let-7d*, as well as a marked -5p bias for miR-151-5p.

**Table 1:** miRNAs with strand reversal, symmetrical miR* expression or biased miRNA-5p/miRNA-3p expression.

Strand Reversal		Biased→Symmetrical		Symmetrical→Biased	
miR* >80% hairpin	Tags	miR*20–80% hairpin	Tags	miRNA	Tags
miR-140†	194,425	miR-322†	253829	miR-125a-5p†	511970
miR-674	45,917	miR-22†	48046	miR-345-5p	137955
miR-877	24,357	Let-7d†	27008	miR-542-3p	107193
miR-211†	19,925	miR-700	20139	miR-208a-5p†	91803
miR-330†	6,606	miR-361†	19126	miR-342-3p †	85185
miR-147	825	miR-872	17271	miR-151-5p†	66756
miR-879	792	miR-503	10254	miR-139-5p†	57793
miR-1943	752	miR-425	6643	miR-532-5p	57452
miR-463	747	miR-7a-1	6196	miR-339-5p	47424
miR-1935	612	miR-28†	5278	miR-423-3p†	36902
miR-3074-1	426	miR-3068	5128	miR-331-3p	34946
		miR-33	4954	miR-188-5p †	10962
		miR-676	3655	miR-450b-3p	10825
		miR-1981	2011	miR-671-5p	9195
		miR-132†	1679	miR-3096-5p	5304
		miR-96	1560	miR-1198-5p	2573
		miR-130b	1078	miR-878-3p	2259
		miR-465b-1	1007	miR-1843-3p	1654
		miR-463	1003	miR-511-3p	1429
		miR-190	747	miR-743b-3p	684

Thresholds were set at expression ≥150 tags (only miRNA mapped to one loci shown). Entries are ranked by tag abundance and truncated after the top 20 entries (except strand reversal).

†(pre-)miRNA with known function and/or expression in the heart as defined in [29].

Of the 77 examples with unexpected strand bias noted in HL-1 cells 27 are part of the ‘cardiac miRNA set’ [29] referred to above. To illustrate the potential biological relevance of strand bias to cardiac function we analysed gene function enrichment within Targetscan-predicted targets using Ingenuity pathway analysis, focusing on cardiac-related miRNAs and miRNAs with potentially cardiac-specific strand bias (Table S6). One important example already mentioned above is miR-22, which is involved in the cardiac hypertrophic response [34] and has an abundant miR* in HL-1 cells and the heart (58% and 40% of tags from hairpin respectively, Figure 2C). 

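miR-22* outnumbered miR-22 in the merged set, with 48046 tags against 35361. This is 57.6% of the tags of the hairpin, which lies in an exon of Tlcd2 on chromosome 11 of GRCm38 from 75463716 to 75463810. The share was 56.7% ± 10.3 (SD, n = 7) and ran from 45.0% to 69.1%, so that both strands were abundant in each library and the larger strand was not the same in all of them. The most frequent tag of miR-22* was AGTTCTTCAGTGGCAAGCTTTA with 53.8% of its tags. The difference between the strands did not exceed the spread between libraries. At day 1 the share of miR-22* was 59.3% in time course 1 and 69.1% in time course 2, and at day 4 45.0% and 48.6%. This fall did not pass limma's test of the arm share (adjusted p = 0.563).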

Interestingly, the predicted targets of miR-22* are significantly enriched for genes functioning in cardiovascular development, function and disease. This is similar to mature miR-22, although their predicted targets are different, suggesting both miRNAs regulate similar processes through different targets. 

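miR-322*, from an X-linked hairpin at 53054255 to 53054349 of GRCm38, had more tags than the mature miR-322, 253829 against 180562. Its share of the hairpin was 58.4% in the merged set and 57.0% ± 9.03 (SD, n = 7) in single libraries. With a range of 46.3% to 69.0%, the surplus of miR-322* was not seen in each library.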

Another likely cardiac-specific abundant miR* is derived from miR-322 (58%; Figure 2C), whose mature form is involved in myocyte differentiation [35], post-ischemic vascular remodeling and angiogenesis [36]. Analysis of predicted targets of miR-322 and miR-322* showed that they are significantly enriched for genes functioning in organ development and gene expression (Table S6), suggesting that both species are likely to play important roles in cardiac development and remodeling. The predicted targets of many other miRNA species with unexpected bias in HL-1 cells and the heart also have cardiac-related functions (Table S6), suggesting they have important roles in cardiac biology.

Thus, our results are consistent with the notion that one hairpin strand is typically chosen as the mature miRNA, and we broadly confirmed the mature/miR* and -5p/-3p annotations listed in miRBase up to version 17. Nevertheless, we also documented numerous examples of unexpected, and in part cardiomyocyte-specific strand bias.

### Numerous cardiomyocyte miRNAs exist as 5′ isomiRs, which can differ in their targeting properties

5.2**%** of all tags in our HL-1 dataset represented 5′ isomiRs, broadly similar to reports from other murine tissues and C. elegans [22], [37], and they were seen at a low level for virtually all miRNAs. 

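Tags that start off the annotated 5′ end, which shift the seed of the miRNA, made up 5.12% ± 0.360 (SD, n = 7) of generic tags and 5.09% in the merged set. Abundant miRNAs differed widely in this respect. The share was 0.322% for miR-145 and 1.95% for miR-21, and it reached 95.2% ± 1.29 (SD, n = 7) for miR-504 and 88.9% for miR-183*. A tag counted as generic when it started within 3 nt of the annotated start, and the annotated positions were taken from Table S1.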

Interestingly, 5′ isomiR tags were markedly more common on the 3′ compared to the 5′ hairpin arm (Figure 2A). 

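On the 3′ arm 7.89% ± 0.613 (SD, n = 7) of generic tags were 5′ isomiRs, against 2.79% ± 0.127 on the 5′ arm. The difference of 5.11 points ± 0.582 was above 0 in 7 of 7 libraries (two-sided exact sign-flip permutation test, p = 0.0156, the smallest p that 7 libraries allow). Most of it lay in starts 1 nt downstream of the annotated end, which made up 5.51% of tags on the 3′ arm and 1.55% on the 5′ arm. Starts 1 nt upstream made up 1.47% and 1.08%. miR-133a-1, with the +1 start in 50.1% of its 899972 tags, and miR-101a, whose -1 start prevails, both come from the 3′ arm. The arm shares are weighted by tags, so the difference between the arms rests in part on such abundant miRNAs. The difference was not computed without miR-133a-1 or with equal weight for each miRNA, so it is not shown for miRNAs of the 3′ arm in general.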

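Among miRNAs with at least 150 tags, 100 had over 20% of tags off the annotated 5′ start and 19 had over 80%. They include miR-504 and miR-183*, whose shares are given above, and miR-483 with 93.7% of tags in the merged set. The counts followed the minimum of tags. With 25 tags they were 189 and 51, and with 1000 tags 45 and 9. Restricting generic tags to starts within 1 nt left 11 miRNAs above 80%.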

For 105 miRNAs the proportion of tags mapping to 5′ isomiRs represented more than 20% of all tags (Figure 2D), with 22 represented by >80% of tags (Table 2). Of these 105 examples of high 5′ isomiR proportion, 58 were also detectable in the lower depth heart biopsy dataset and 42 of these again displayed >20% 5′ isomiRs tags. To assess the universality of 5′ start sites for these miRNA, we then reanalysed miRNA data from other murine tissues [22] and saw that, of the 105 examples, 12 had not previously been noted as they were not appreciably expressed in any of these other tissues (<10 tags; miR-1927, -1982, -3057, -504*, -1946b, -3079, -3076, -3082, -1949, -511, -2145-1, -1937c, the latter two were removed from miRbase version 17). For the remainder we required expression of the miRNA in at least 3 tissues and observed 55 miRNAs with high proportions of 5′ isomiRs (>20% of tags) in all tissues where they were expressed, suggesting that their 5′ isomiR proportion is consistently maintained in different cellular environments. 28 miRNAs had more variable levels of 5′ isomiR expression across tissues and/or embryonic stages (expression ≤20% in at least one other tissue; Table S7), while 5 examples consistently had ≤20% 5′ isomiR levels in all the other tissues. This suggests tissue-specific regulation of miRNA processing for the latter two groups and perhaps specific biological purpose for those 5′ isomiRs in cardiomyocytes.

**Table 2:** 5′ and 3′ isomiRs in HL-1 cardiomyocytes.

5′ isomiRs		3′ isomiRs	
>80% tags	Tags	>80% tags	Tags
miR-140*†	194425	miR-30d†	2281625
miR-133a-1*†	166829	miR-21†	728598
miR-101a†	36475	miR-30a†	499855
miR-504	34530	miR-30e†	487980
miR-183*	25076	miR-351†	207994
miR-145*†	7456	miR-181a-1†	196000
miR-1937a	4692	miR-140*†	194425
miR-1983	3964	miR-195†	158413
let-7g*†	2575	miR-3102	153943
miR-1957	1733	miR-345-5p	137955
miR-132*†	1679	miR-183	135000
miR-483†	695	miR-181b-1†	128529
miR-3082-5p	479	miR-542-3p	107193
miR-222*†	469	miR92a-1	105635
miR-670*	436	miR-497†	76818
miR-1186	342	miR-16-1†	70920
miR-1949	278	miR-206	60867
miR-3470b	261	miR-339-5p	47424
miR-511-5p	164	miR-15a†	40961
miR-3087	161	miR-350	38521

Thresholds were set at expression ≥150 tags (only miRNA mapped to one loci shown). Entries are ranked by tag abundance and truncated after the top 20 entries.

†(pre-)miRNA with known function and/or expression in the heart as defined in [29].

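Of the cardiac miRNA set, 35 miRNAs had over 20% of tags as 5′ isomiRs. The 8 above 80% were miR-140*, miR-133a-1*, miR-101a, miR-145*, let-7g*, miR-132*, miR-483 and miR-222*. The share was 87.8% ± 4.53 (SD, n = 7) for miR-145*, the minor strand of the miRNA with the most tags. It was 87.5% for let-7g* and 86.4% for miR-132* in the merged set.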

Importantly, within the cardiac miRNA set [29], 35 had a 5′ isomiR proportion of >20% (8 of these >80% of tags). To investigate the biological role of these miRNAs and their 5′ isomiRs we used their respective seed sequences for target predictions and found highly individual relationships between mRNA targets and enriched gene function classification (Table S8). For example, 83% and 96% of miR-133a* tags were contributed by a -1 5′ isomiR in the HL-1 and heart biopsy datasets, repectively. 

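The -1 5′ isomiR of miR-133a*, the passenger strand of the muscle miR-133a, made up 82.1% ± 3.18 (SD, n = 7) of its tags per library and 81.7% of the merged set. Its most frequent form was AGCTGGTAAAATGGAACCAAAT with 36.9% of tags. The hairpin of miR-133a-1 lies on chromosome 18 of GRCm38 from 10782909 to 10782976 within the host gene Mir133a-1hg, and that of miR-133a-2 on chromosome 2 from 180398379 to 180398482.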

Importantly, unlike the canonical variant, the 5′ isomiR is predicted to target numerous mRNAs involved in cardiovascular disease (Figure 2F). Conversely, individual and common predicted targets of miR-101a and its -1 5′ isomiR (87% and 74% of HL-1 and heart biopsy tags, respectively; also predominant in ES cells but not the liver [38]) are strongly implicated in cardiovascular disease, suggesting they may act through both common and distinct targets to affect cardiac function (Figure 2F).The predicted targets of miR-100* and a prevalent 5′ isomiR derived from a +1 position (57% and 77% of HL-1 and heart biopsy tags, respectively) have similar proportions of targets functioning in cardiovascular development. 

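The -1 start of miR-101a, a miRNA that targets the histone methyltransferase Ezh2, made up 87.4% ± 3.10 (SD, n = 7) of its 36474 tags. Its main form was GTACAGTACTGTGATAACTGAA with 34.4% of tags. The hairpin lies on chromosome 4 of GRCm38 from 101346945 to 101347027 in an exon of E130102H24Rik. For miR-100*, the passenger strand of miR-100, the +1 start made up 66.2% ± 6.90 (SD, n = 7) of 3456 tags. Its hairpin lies on chromosome 9 from 41531425 to 41531504.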

Overlapping targeting and functions are also observed for predicted targets of miR-222* and its -1 5′ isomiR (81% and 31% of HL-1 and heart biopsy tags, respectively), while little overlap was observed in the targets of miR-140* and its +1 5′ isomiR (86% and 79% HL-1 and heart biopsy tags, respectively), though the enriched functions of their targets is remarkably similar (Gene function analysis in Table S8).

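miR-222*, the passenger strand of an X-linked miRNA that targets the cell cycle inhibitor p27, had few tags (469). Its -1 start made up 21.9% ± 4.06 (SD, n = 7) of them, and a start 3 nt upstream made up 56.9% of the merged tags. All its 5′ isomiRs together made up 79.2% ± 5.83 per library and 80.6% of the merged tags. When generic tags were restricted to starts within 1 nt, the -1 start held 52.7%. The hairpin lies on chromosome X of GRCm38 from 19146893 to 19146971. The +1 start of miR-140* held 83.8% ± 1.01 (SD, n = 7) of its tags, with ACCACAGGGTAGAACCACGGAC as the main form at 44.7%.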

In summary, we found variation of the 5′ start site of miRNAs to be relatively rare in cardiomyocytes. Nevertheless, many individual miRNAs showed high proportions of 5′ isomiR expression in cardiomyocytes. The proportion of 5′ isomiR was relatively constant for some miRNAs but appeared to be under tissue-selective/development-specific control for others, and is likely to affect their biological function.

### 3′ isomiRs are common in cardiomyocytes

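The 3′ ends of HL-1 miRNAs varied far more than their 5′ ends, with 54.4% ± 1.67 (SD, n = 7) of generic tags ending off the annotated position. On the 5′ arm the share was 58.8% ± 1.91 (SD, n = 7) and on the 3′ arm 49.1% ± 1.45. The difference of 9.74 points ± 1.64 was above 0 in 7 of 7 libraries (two-sided exact sign-flip permutation test, p = 0.0156, the smallest p that 7 libraries allow). Tags that ran past the annotated end were more common than shorter ones. They made up 39.7% against 19.3% on the 5′ arm and 32.2% against 16.8% on the 3′ arm. An extension by 1 nt accounted for 22.8% of tags on the 5′ arm and 17.4% on the 3′ arm. miR-145 ended off the annotated position in 51.9% of its tags and miR-15a in 92.1%.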

52.3% of the generic miRNA tags in the HL-1 dataset indicated miRNA variability at the 3′ end, which is qualitatively similar to other systems [21], [22], [37]. 

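Alternate 3′ ends made up over 20% of tags for 374 miRNAs and over 80% for 97. Among the latter, miR-92a-1 had 97.4% of tags with another end than annotated, miR-195 94.3% ± 2.09 (SD, n = 7) and miR-30e 89.4%. The miRNAs with steady annotated ends included miR-130a, with 13.7% ± 1.63 (SD, n = 7), and miR-378* with 10.9%.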

379 miRNAs were represented by >20%, and 112 miRNAs by >80% of tags with alternate 3′ ends from those described in miRbase (Figure 2E; Table 2). Similarly, 316 of 381 detectable miRNAs in the heart biopsy had 3′ isomiRs at >20% tag proportion and 3′ end heterogeneity was likewise common in other tissues [22]. The modal tag length for all generic miRNAs in HL-1 cardiomyocytes was 22 nt, although tags deriving from the 5′ arm were 22 or 23 nt long in approximately equal proportions (Figure 1B).

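On the 5′ arm, which holds miR-145 and miR-30d, tags of 22 nt made up 28.0% ± 1.40 (SD, n = 7) of generic tags and tags of 23 nt 28.8% ± 1.22. These shares differed by less than the spread between libraries. On the 3′ arm 46.9% ± 0.989 (SD, n = 7) of tags were 22 nt long. miR-145 itself was most often 23 nt long (48.0% of its tags) and miR-21 likewise (79.1%).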

Unambiguous 3′ additions, as well as internal sequence changes, were relatively rare in the HL-1 dataset (Text S1, Figure S4 and Table S9). In datasets from other tissues non-templated additions were biased to A and U extensions [22], [39], but we did not observe any nucleotide bias or commonly extended miRNAs in cardiomyocytes (>5% tags). Instead the most detectable 3′ end variation in our data appears to be the result of altered 3′ cleavage or trimming events. 

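miR-499, which lies in an intron of the myosin gene Myh7b on chromosome 2 of GRCm38 from 155622880 to 155622958, had 271 tags. Of these, 37.3% ended at the annotated position and per library 60.1% ± 9.93 (SD, n = 7) ended elsewhere. miR-181a-1 spread over many ends, and its most used end, 2 nt past the annotated end, held 21.6% of tags. Its hairpin lies on chromosome 1 from 137966455 to 137966541. miR-15a, a regulator of the cell cycle and of Bcl2, lies in an intron of Dleu2 on chromosome 14 from 61632027 to 61632110. It ended 1 nt before the annotated position in 55.5% of tags, and its tags were most often 21 nt long (55.2%).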

There were three major types of 3′ end variability observed in our dataset (Figure 2G); a small range of 3′ end sites (most common, e.g. miR-499); a large spread of 3′ end sites used, perhaps indicating 3′ trimming (e.g. miR-181a); or a defined 3′ end site, albeit not necessarily as annotated in miRBase (e.g. miR-15a). In all cases there are clear preferences for some sites, suggesting regulated alternate cleavage or trimming events. Importantly, most members of the cardiac miRNA set had >20% of mapped tags with 3′ ends that differed from miRBase (177 of 181 that were appreciably expressed; 40 miRNAs with >80% of 3′ end variant tags). 

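In the cardiac miRNA set 175 miRNAs had over 20% of tags with alternate 3′ ends and 45 had over 80%. Among those above 80% were miR-30d with 84.9% ± 1.42 (SD, n = 7), miR-30a with 89.2% ± 0.610, miR-21 with 87.5% in the merged set, miR-23b, miR-497 and miR-133a-1. miR-29a with 19.6% ± 3.00 (SD, n = 7), miR-93 with 18.8%, miR-365-1 and miR-194-1 were below 20%. For miR-29a the distance from this limit was within the spread between libraries.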

Three notable examples include: miR-499, a MyomiR that controls myosin heavy chain isoform expression [4] and is a biomarker of myocardial infarction [40]; miR-21, which is currently touted as a promising therapeutic target for cardiovascular diseases [41]; and miR-195, whose deletion in mice leads to cardiac hypertrophy [5]. 

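Of the miRNAs miR-21, miR-195 and miR-499, all active in the stressed or developing heart, the first ended 1 nt past the annotated position in 79.3% of 728598 tags. It is encoded in an exon of Vmp1 on chromosome 11 of GRCm38 from 86584067 to 86584158. miR-195, a member of the miR-15 family that restrains the cell cycle of cardiomyocytes, used the end at +1 most often, in 38.2% of 158413 tags. Its hairpin lies on chromosome 11 from 70235042 to 70235135. For miR-499 the annotated end was the most used, and the most common length was 22 nt (39.5% of tags).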

We find abundant, if not predominant, species of all these miRNA that are one base longer than annotated in miRBase in both the HL-1 cardiomyocyte and heart biopsy datasets.

A related observation was that although 90% of all tags were 24 nt or shorter (Figure 1B), 28 miRNAs had >20% of tags that were longer than 24 nt (Table S9), the same was found with 8 of 11 detectable cases in the lower coverage heart biopsy dataset (see Text S1 for structural analysis of long miRNAs). miR-301a is an extreme and abundant case, with >60% of tags being 24 nt or longer in cardiomyocytes (Figure 2G, Figure S5A), which we confirmed by northern blotting (Figure S5B). 

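miR-301a, encoded in an intron of Ska2 on chromosome 11 of GRCm38 from 87113004 to 87113089, was longer than 24 nt in 61.9% ± 4.67 (SD, n = 7) of its tags. The form CAGTGCAATAGTATTGTCAAAGCAT of 25 nt held 53.6% of them. The related miR-301b was longer than 24 nt in 60.5% of tags, miR-351 in 67.3% ± 3.18 (SD, n = 7), miR-182 in 55.4%, miR-30e in 27.0% and miR-30a in 22.6%. In all, 44 miRNAs with at least 150 tags had over 20% of tags above 24 nt. With 1000 tags as the minimum there were 29. Of all generic tags, 92.1% ± 1.29 (SD, n = 7) were 24 nt or shorter.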

Re-analysis of other murine tissues [22], [42] additionally suggested that the length of this miRNA is tissue-specific and developmentally regulated (Figure S5C). Interestingly, both miR-301a and several members of the miR-30 family, which are also commonly longer than 24 nt in our dataset (Table S10), target the mRNA for plasminogen activator inhibitor-1, a protein involved in the pathogenesis of cardiovascular disorders [43]. 

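miR-181a, known for its part in lymphocyte development, was longer than 24 nt in 47.6% ± 4.04 (SD, n = 7) of tags per library and 48.0% of 196000 merged tags. Its 4 most frequent forms held 19.7%, 18.4%, 15.9% and 12.6%. The related miR-181b-1 was longer than 24 nt in 36.4% of tags and miR-181d in 80.6%.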

Another prominent example is miR-181a, which is involved in cardiovascular development [44], yet 47% of tags are longer than 24 nt in our cardiomyocyte dataset.

In summary, we find that miRNA 3′ end variation is common in cardiomyocytes and many miRNAs with established cardiac functions are altered in this way.

### Expression of 5′ isomiRs can alter the target spectrum of miR-133a

miR-133a is known to have key roles in cardiac biology [45], [46], [47] and its example further illustrates the diversity of hairpin precursor processing. We saw expression of 5′ isomiRs from both strands of the hairpin (a prevalent 5′ isomiR of miR-133a* is shown in Figure 2F), and we next focussed on mature miR-133a. In addition to tags with the canonical 5′ start position, we detected a highly abundant +1 5′ isomiR of 50.1**%** and 53.9% of mature miR-133a tags in HL-1 cells and the heart, respectively (Figure 3A), similar to that seen in the heart on another sequencing platform [22]. 

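miR-133a started 1 nt past its annotated 5′ end in 49.8% ± 5.90 (SD, n = 7) of tags, with a range of 40.9% to 58.5%. The share was 50.1% in the merged set, and by day this share of the muscle miRNA was 43.5% and 40.9% at day 1, 49.8% at day 2, 51.5% and 52.1% at day 3 and 52.3% and 58.5% at day 4. The rise in the 5′ isomiR share of miR-133a-1 from day 1 to day 4 did not pass limma's test (log2 odds difference 0.82, adjusted p = 0.446).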

In mammals it is known that miR-133a 5′ isomiRs can be derived from two identical genomic loci, named miR-133a-1 and miR-133a-2, and thus these isomiR proportions are not likely due to processing differences of individual loci [22]. Furthermore, we also observed that both 5′ start positions were associated with variable 3′ ends (Figure 3A). 

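The +1 5′ isomiR of miR-133a was mostly seen as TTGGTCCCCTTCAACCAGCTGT, with 30.8% of all miR-133a tags. The canonical start was spread over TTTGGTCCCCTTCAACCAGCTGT with 17.2%, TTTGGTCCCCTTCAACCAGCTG with 10.1% and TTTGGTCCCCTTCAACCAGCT with 7.54%. Over both starts, 81.6% ± 4.30 (SD, n = 7) of tags ended off the annotated 3′ end.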

We used the respective seed sequences (base 2–8) of the miR-133a 5′ isomiRs to predict mRNA targets using TargetScan (Figure 3B). Overall, this analysis yielded both common and unique targets, with both 5′ isomiRs being predicted to target many genes involved in cardiovascular disease, although few of the latter were common to both. This suggested that both 5′ isomiRs might regulate similar cardiomyocyte functions largely through different mRNA targets.

**Figure 3:**
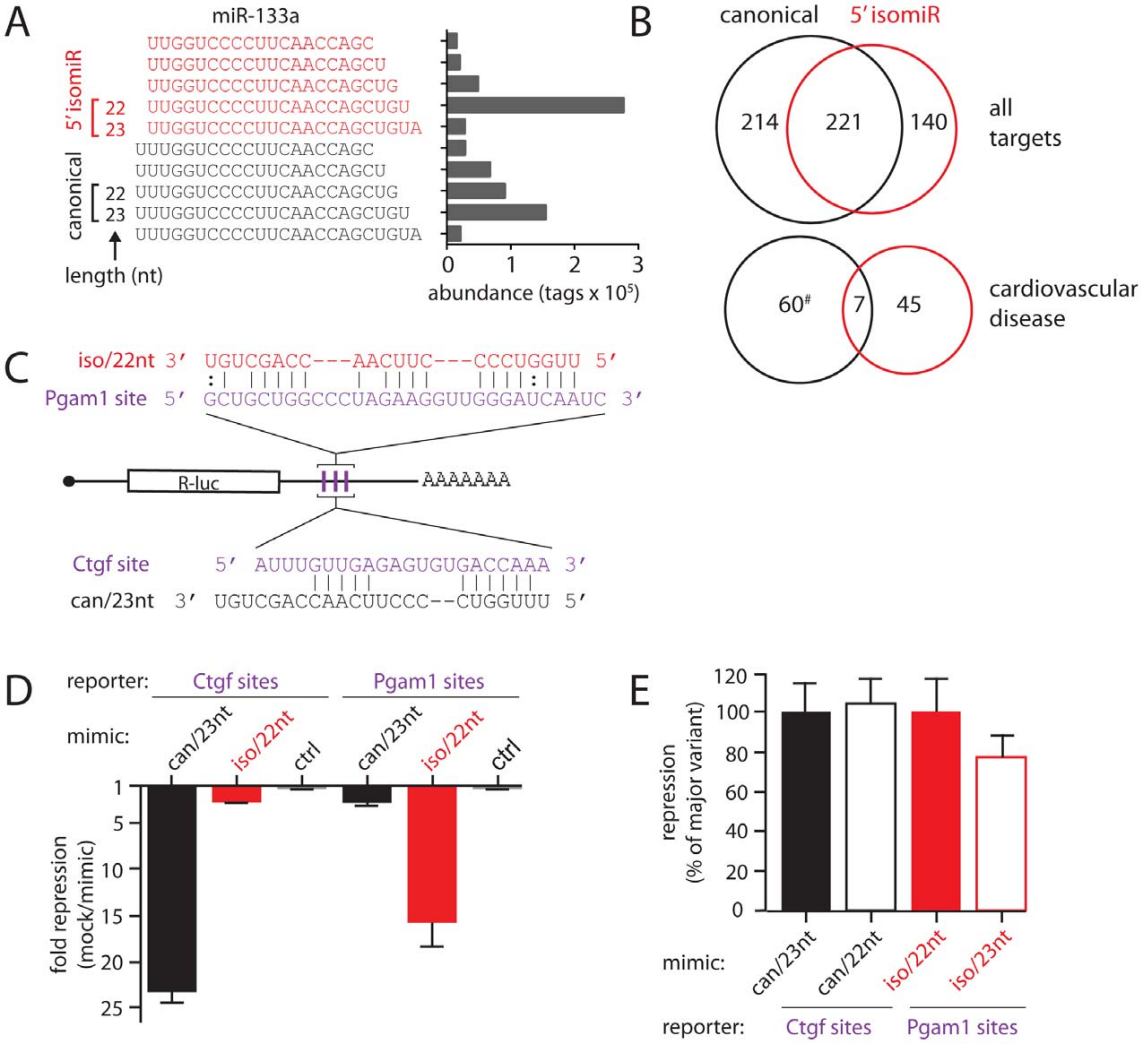
isomiRs of miR-133a with different targeting properties. (**A**) Major mature miR-133a species and their abundance in HL-1 cardiomyocytes. Sequence tags are grouped into those with canonical (black, ‘can’) and +1 (red, ‘iso’) 5′ start sites. Brackets denote sequences used as miRNA mimics in panels D and E. (**B**) Venn diagrams indicate number and overlap of predicted mRNA targets (Targetscan) for canonical and +1 5′ isomiR variants of miR-133a (top: all predicted targets, bottom: only targets with roles in cardiovascular disease (Ingenuity; #: significant enrichment of gene function term, p<0.01). (**C**) Schematic of reporter constructs made to contain three copies of predicted miR-133a binding sites from *Pgam1* or *Ctgf* mRNA 3′UTRs. Base pairing potential between sites and miR-133a isomiRs is also shown. (**D**) *Ctgf* or *Pgam1* R-luc reporters were transfected into HeLa cells with mimics of the major variants of the canonical (can/23 nt) and +1 5′ variants (iso/22 nt) of miR-133a, an irrelevant control, or no mimic at all, and luciferase activity measured 24 hours later. The fold change of expression is calculated as no mimic/mimic and results are averages of four independent experiments with standard error. (**E**) Transfections as in (D) comparing mimics of different lengths (can/23 nt vs can/22 nt, iso/22 nt vs. iso/23 nt; for sequence see panel A). Repression is given as a percentage of that seen with the respective major variant and results are averages of at least three independent experiments with standard error.

To experimentally test if the 5′ isomiRs of miR-133a can have different targeting properties *in vivo*, we created two luciferase reporter constructs, each carrying three copies of a different predicted miR-133a target site in their 3′ UTR (Figure 3C). These sites were derived from two experimentally demonstrated targets of the miR-133a locus, the *Ctgf* and *Pgam1* mRNAs [48]. The reporters were transiently transfected into HeLa cells together with synthetic RNA mimics of the two most abundant mature miR-133a variants, a canonical 5′ start site variant of 23 nt (can/23 nt) and a +1 5′ isomiR of 22 nt (iso/22 nt; Figure 3A), or a mimic of an unrelated miRNA. This revealed pronounced preferential targeting by each variant such that there was significantly greater repression of the *Ctgf* reporter by canonical miR-133a than the isomiR, and *vice versa* for the Pgam construct (Figure 3D). Given that the two mimics chosen varied in length (22 *versus* 23 nt), we tested two further mimics representing the respective other length for each miR-133a variant (can/22 nt and iso/23 nt) and found that repression did not depend on mimic length within this range or vary significantly between different 3′ end sites (Figure 3E).

Thus, mRNA target predictions for major 5′ start site variants of miR-133a suggested convergent biological function at least in part through divergent target spectra. Addressing this issue experimentally, we have also been able to provide proof-of-principle evidence for alternative mRNA targeting by the major canonical and major 5′ isomiR variants of miR-133a in living cells.

### Sequence and structural features of miRNA precursors

miRNA processing is largely determined by DGR8/Drosha and Dicer recognizing structural elements in their RNA substrate (ssRNA/dsRNA junction and Drosha cleavage site, respectively) and then cleaving at a set distance away from it [13], [49]. Nevertheless, local sequence context and structural distortions are also known to contribute to cleavage site selection [14], [37], 5′ end nucleoside identity and base pairing affect RISC loading and trimming of miRNA 3′ ends further affect which miRNA sequences will accumulate in cells [50], [51], [52], [53].

We therefore examined the first and last positions in HL-1 cardiomyocyte miRNA sequence tags as well as at the immediately adjacent external positions and calculated nucleoside frequencies for 403 appreciably expressed generic miRNAs (see Materials and Methods for further details). This revealed a significant enrichment (p<0.01) of uridine at the first and last position within miRNAs derived from the 5′ arm of hairpins, as well as at the 5′ most position of the excised terminal loop segment, and the first position of miRNAs derived from the 3′ arm was enriched for cytidine (Figures 4A; see Figure S6 for a full display of results). 

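The first position was compared here between the major and minor strands of miRNAs with at least 150 tags; the other positions and the loop are not analysed here. Of all miRNAs of the 5′ arm, 80 of 188 (42.6%) began with uridine, among them the let-7 family. Of all miRNAs of the 3′ arm, 71 of 196 (36.2%) began with cytidine.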

Other nucleosides, primarily cytidine and guanosine, where significantly depleted at these positions, relative to background nucleoside composition. We also recorded nucleoside frequencies after grouping miRNAs into asymmetrically expressed major and minor species (≥80% or ≤20% of tags from the hairpin, respectively) as well as symmetrically expressed miRNAs (less than 80%, but greater than 20% of tags on any one arm of the hairpin). 

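Major strands were those with over 80% of the tags of a hairpin, such as let-7a on the 5′ arm and miR-1 on the 3′ arm. On the 5′ arm 55 of 88 major miRNAs (62.5%) began with uridine, and on the 3′ arm 36 of 88 (40.9%).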

Focussing on the 5′ start of miRNAs, we observed a strong preference for uridine at this position for major miRNA species derived from both arms of the hairpin (Figure 4A). Conversely, uridine was strongly depleted from the 5′ most position of the minor miRNA species, again on both hairpin arms. 

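Among minor strands, those with under 20% of the tags of a hairpin, uridine came first in 6 of 46 (13.0%) on the 5′ arm and in 4 of 55 (7.27%) on the 3′ arm. The difference from the major strands passed Fisher's exact test on both arms (two-sided p = 2.28e-08 and adjusted p = 9.13e-08 over 4 tests on the 5′ arm, p = 6.85e-06 and adjusted p = 9.14e-06 on the 3′ arm).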

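Minor strands of the 3′ arm began with cytidine in 34 of 55 cases (61.8%), against 16 of 88 (18.2%) among the major strands of that arm (two-sided Fisher's exact test, p = 2.17e-07, adjusted p = 4.34e-07). On the 5′ arm cytidine came first in 9 of 46 minor and 12 of 88 major strands (exact p = 0.454), a difference that changed its sign when only miRNAs with at least 1000 tags were compared.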

We found a strong preference for cytidine at the 5′ start of minor miRNA species deriving from the 3′ arm of hairpins. Symmetrically expressed miRNAs on both arms exhibited 5′ nucleoside bias that was intermediate between those of the corresponding major and minor species. 

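Strands with 20% to 80% of the tags of their hairpin, such as miR-22* and miR-322*, began with uridine in 19 of 54 cases (35.2%) on the 5′ arm and in 12 of 53 (22.6%) on the 3′ arm. On the 3′ arm 21 of 53 (39.6%) began with cytidine. Each of these 3 shares lay between those of the major and minor strands of its arm, while 3 others did not, namely adenosine on the 5′ arm (37.0%) and on the 3′ arm (26.4%) and cytidine on the 5′ arm (13.0%). The symmetrical class was not compared with the other classes by a test.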

Overall, our analyses indicate that there is no absolute requirement for a given nucleoside at any of the positions we examined. Nevertheless, the observed patterns of enrichment and depletion of nucleosides are consistent with a role for local sequence context in miRNA processing and/or incorporation into argonaute proteins. In particular, the pattern of uridine bias at the miRNA 5′ end is consistent with the known bias towards this nucleoside at the first position of miRNAs and the preference of mammalian Ago 2 for uridine or adenine in this position [50], [51]. While the frequency of adenine varied between miRNA categories, any bias for or against it was comparatively minor. A curious finding was the strong preference for cytidine in the 5′ most positions of minor and symmetrically expressed miRNA species only on the 3′ arm, suggesting factors beyond discrimination by Ago 2 are at play in this case.

**Figure 4:**
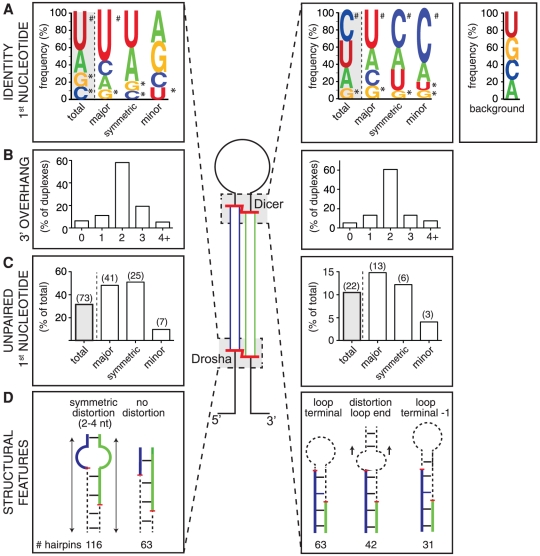
Sequence and structural features around cardiomyocyte miRNA termini. (**A**) Sequence logos displaying nucleoside frequency at the 5′ start position of miRNAs residing on the 5′ or 3′ hairpin arm. Results are shown averaged over all miRNAs (total), or after grouping miRNAs into asymmetrically expressed major and minor species (≥80% or ≤20% of tags from the hairpin, respectively) as well as symmetrically expressed miRNAs (less than 80%, but more than 20% of tags on any one arm of the hairpin). Significant over- (#) and under-representation (*) compared to background is also shown (p<0.01, t-test with Welch adjustment). Background was defined as the average of positions adjacent to all cleavage sites. Only generic miRNAs with expression level ≥150 tags were included in this analysis. See Figure S6 for expanded analysis. (**B**) Proportion of miRNAs with different 3′ overhang lengths in reconstructed duplex processing intermediates. (**C**) Proportion of miRNAs with an unpaired first nucleoside after grouping miRNAs as in (A). Number of miRNAs in each group is shown in brackets above. (**D**) Shown are schematics of the most common structural distortions on miRNA precursors surrounding miRNA termini (see Figure S7 for details). Analyses in (B–D) were performed on canonically processed miRNA hairpins with expression level ≥150 tags from at least one arm. Structural features were determined by visual inspection of the most common isomiR on each arm overlaid onto the predicted miRNA hairpin folding as deposited in miRBase.

With the proviso that miRNA start and end positions as measured by sequencing are subject to trimming as well as ‘purifying’ Argonaute selection, we further examined local RNA structure near processing sites in 229 appreciably expressed and canonically processed hairpins (196 with expression from both arms), considering only the most abundant expressed isomiR variant on each arm. We noted that a majority of miRNA duplexes reconstructed in this way had a 2 nucleotide overhang at Drosha- and Dicer-processed ends (58.1% and 60.7%, respectively; see Figure 4B), consistent with the known property of both enzymes to produce recessed termini in this way, but also significant post-processing extension and trimming of miRNA 3′ ends. Next, we determined the extent of base-pairing of the 5′ most position of miRNAs and saw two clear tendencies. We found that a majority of miRNA duplexes were base-paired at both ends (68.4%). Beyond that, there was a preference for the first base of miRNAs residing on the 5′ arm of the hairpin to be unpaired, compared to those residing on the 3′ arm (31.5% and 10.5%, respectively; see Figure 4C). When considering major/minor and symmetrically expressed species separately, additional trends emerged. First, regardless of arm location, there was a bias towards the major miRNA species exhibiting an unpaired 5′ terminus, although this effect was much more pronounced when major species resided on the 5′ arm than on the 3′ arm (48.2% and 14.8%, respectively). Second, minor species tended to favor base-pairing of their 5′ termini; this effect was particularly striking with minor species residing on the 5′ arm, where only 9.5% of minor species had an unpaired terminus, compared to 31.5% of all miRNAs on that arm. Third, with symmetrically expressed hairpins, miRNAs on both arms exhibited virtually the same preference for unpaired 5′ ends as seen with major species in these locations, i.e. there was a bias towards unpaired 5′ termini at both ends of the miRNA duplex. Overall, these results indicate that there is no absolute requirement for an unpaired 5′ terminus to allow a miRNA to accumulate. Nevertheless, we detect a clear signature of the established thermodynamic stability rule for miRNA strand selection [33]. The general bias for an unpaired miRNA 5′ terminus on the 5′ arm of hairpins can be explained by more common structural distortions around the Drosha cleavage site compared to the Dicer cleavage region (see below).

Next, we extended our analyses to assess more generally local structural distortion around miRNA processing sites. We found that 63 Drosha cleavage regions were base-paired throughout. The majority of Drosha cleavage sites featured some form of structural distortion. Most common was a symmetrical internal loop of 2 or 4 nucleotides (72 and 36 examples, respectively; see Figure 4D). The remainder of sites (58) had miscellaneous other structural distortions (see Figure S7 for a full analysis). The most common structure near the Dicer cleavage site was the terminal loop region, with the 5′ arm cleaved immediately prior to the loop for 63 hairpins and 1 nt into the stem for a further 31 (Figure 4D). The majority of these miRNAs had no other structural distortions in the vicinity of the Dicer processing region (54 and 28 hairpins, respectively). The next most common structural feature near the Dicer cleavage site were smaller bulges and loops starting immediately after the 5′ arm cleavage site (42 hairpins, Figure 4D). There was no preference for asymmetrical structures to be on the 5′ or 3′ arm for either cleavage site (data not shown). Altoghether, these findings reveal that there is no absolute requirement for specific structural features around either cleavage region. Nevertheless, there was a tendency towards symmetrical structural distortions around and within in the Drosha cleavage region. For Dicer, the immediate cleavage region typically was base-paired but immediately adjacent to either the terminal region loop or other distortions that may be functionally equivalent.

### Novel and unusual miRNAs originating from known miRNA precursors

To search for evidence of novel miR* we looked for tags that mapped to hairpins opposite to known mature miRNA. 

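Among strands without a miRBase entry, the placed tags gave 570 to miR-721*, 238 to miR-1927*, 238 to miR-1983* and 213 to miR-184* in the merged set. miR-184, a miRNA of the eye and nervous system, lies on chromosome 9 of GRCm38 from 89802260 to 89802328, and mir-1927 in an intron of Rabgap1l on chromosome 1 from 160295864 to 160295972. The hairpin mir-1196 had no match in the annotation, so its strands are not analysed here.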

After applying a ≥150 tag expression threshold we retained 5 examples of novel generic miR* (miR-1927*, -1196*, -184*, -1983* and -721*; Figure 5A & C, Table 3), whose position is consistent with canonical Drosha/Dicer processing of the respective miRBase-annotated miRNA hairpin structure. In the recent release of miRBase v18 miR-184 and miR-1196 hairpins have miRNA annotations on both arms, although these new miR*s were not derived from experimental evidence. Furthermore the sequence of miR-1196 is not the same as our observation, nor compatible with canonical processing of the predicted structure, suggesting that our miR-1196* is a more appropriate miR* candidate.

**Figure 5:**
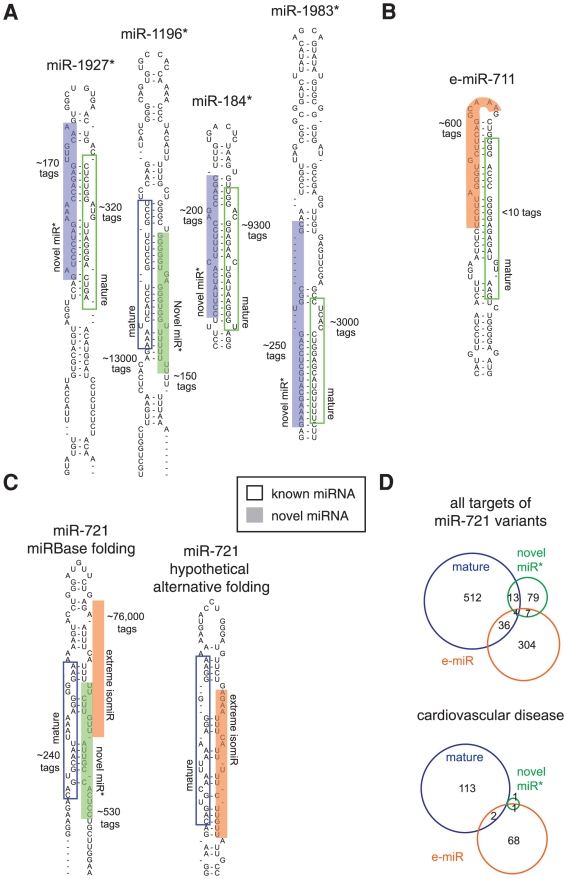
New miRNA variants mapping to known hairpin precursors. (**A**) Examples of generic miR* species discovered in HL-1 cells not currently annotated in miRBase. Position within the hairpin structure is consistent with canonical processing. (The additional case of miR-721* is shown in panel C). (**B**) We refer to a set of miRNA tags outside the canonical processing region of hairpins as an extreme isomiR (e-miRs). Position of the major e-miR on the mir-711 hairpin suggests it as a novel case of Ago2-mediated processing [54]. (**C**), The miR 721 hairpin gives rise to an abundant e-miR; expression of the annotated mature miR-721 and its generic miR* counterpart is much lower. *Left,* hairpin fold as listed in miRbase; *right*, hypothetical alternative fold consistent with canonical processing of miR-721 together with the novel e-miR-721*. (**D**) Venn diagrams indicate number and overlap of predicted mRNA targets (Targetscan) for the three miRNA variants mapping to the miR-721 hairpin (top: all predicted targets, bottom: only targets with roles in cardiovascular disease (Ingenuity). miRNAs already annotated in miRBase are marked by open boxes, while novel species are highlighted by filled boxes.

**Table 3:** Novel miR*, novel non-canonical miRNAs and novel antisense miRNA.

Novel miR*		Non-canonical miRNAs	
miRNA	Hairpin%†	miRNA	Hairpin%
miR-1944*||	68.8	e-miR-721*	99.7
miR-3470b*	47.8	e-miR-3072	99.97
miR-1983*	generic	e-miR-1274a||	96.06
miR-1187*	99.1	e-miR-1983	54.22
miR-3471-1*	99.6	e-miR-1937b-1||	46.77
miR-721*	generic	e-miR-1947	97.55
miR-467f*	96.6	e-miR-1933-5p	77.40
miR-1195*	72.2	e-miR-1934*	73.05
miR-2145-1*||	82.8	e-miR-136	98.31
miR-678*	99.8	e-miR-711	98.8
miR-1927*	generic	e-miR-690	92.78
miR-688*	92.1	e-miR-3473	45.87
miR-1196*	generic	e-miR-463	48.4
miR-184*‡ ∧	generic	e-miR-697	97.08
miR-717*	98.2	e-miR-194-1*‡	54.74
miR-1892*	92.5	e-miR-592	92.13
		e-miR-344g-5p	97.08
Antisense miRNAs§		e-miR-455*	68.65
miRNA	Counts	e-miR-2137	30.87
miR-30e-as‡	5,996	e-miR-144	89.86
miR-873-as	1,016	e-miR-743b-5p	23.75
miR-449c-as	515	e-miR-715||	69.35
miR-541-as	439	e-miR-881*	56.21
miR-148b-as	336	e-miR-370	97.41
miR-546-as	333	e-miR-3067	100
miR-3074-as	262	e-miR-448-5p	100
miR-451-as‡	286	e-miR-669o-5p	99.35

† Novel miR* that are processed within the expected window of the mature strand are labelled “generic”. Entries are ranked by tag abundance.

‡ (pre-)miRNA with known function and/or expression in the heart as defined in [29].

§ All antisense hairpins have at least one tag aligned to the opposing side of the stem.

|| miRBase v16 annotated miRNAs removed from miRBase v17.

∧ reported in miRbase v18.

Because there is precedent for a number of unusual processing events that can give rise to miRNAs, we then extended our analysis to the 266,989 miRBase-mapped tags whose 5′ ends fell outside the expected start position of a generically processed miRNA (more than ±3 nt) and further added 3,594 tags that mapped to the mouse genome just outside the miRNA hairpin sequences listed in miRBase. This allowed detection of two highly expressed contiguous sets of miRNA pairs from the long stem of the putative miRtron mir-3102 (Dataset S1 and S2) [22]. 

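Tags that started more than 3 nt from each annotated start made up 0.574% ± 0.0617 (SD, n = 7) of the placed tags. A few hairpins held most of them, led by mir-721 with 76792 such tags, mir-3072 with 43015 and mir-3102 with 23493. mir-3470b had 7673, mir-1983 5073 and mir-702 4077. The paper compares miR-702 between days as a miRNA, so the start taken for it here is in doubt. The hairpin of mir-3072 lies in an exon of Mirg on chromosome 12 of GRCm38 from 109747878 to 109747960. Tags mapped by the authors to the genome outside the hairpins are not used here.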

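The hairpin mir-3102, in an exon of Arhgef17 on chromosome 7 of GRCm38 from 100882306 to 100882409, gave 149689 tags of miR-3102 and 19387 of miR-3102* in the merged set. Beyond this pair, 22816 tags started 21 nt upstream of the nearest annotated start.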

Another known example of unusual pri-miRNA processing we detected was miR-451, which overlaps with the hairpin loop and is generated by a Dicer-independent, AGO2-dependent mechanism [54]. 

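miR-451, an erythroid miRNA, had 974 tags in the merged set. Its most frequent form was AAACCGTTACCATTACTGAGTTT with 43.9% of them. Its hairpin lies on chromosome 11 of GRCm38 from 78073170 to 78073241.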

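On the hairpin of mir-711, in an exon of the collagen gene Col7a1 on chromosome 9 of GRCm38 from 108969922 to 108970003, 924 of 936 tags started outside the window of a generic miRNA. This is 98.8% ± 1.02 (SD, n = 7) per library. Of these, 602 started 8 nt upstream of the nearest annotated start, and the sequence TTCTTAGGGTGCTTCAGGCAAA alone had 345 tags.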

Interestingly, we found a novel variant on the miR-711 hairpin (Figure 5B), which we termed an extreme isomiR (e-miR-711; see Figure S3 for an explanation of miRNA variant nomenclature used here). e-miR-711 is the major species mapped to this hairpin in the HL-1 and heart biopsy datasets and may similarly be derived by AGO2-dependent processing.

To search for any other high confidence e-miR variants we further required that non-generic sequence tags represented ≥20% of the total tags mapped to a given miRNA hairpin. These criteria retained 63 hairpins for further visual inspection (Table S11). 25 of these were disqualified on the basis of a lack of credible miRNA-like properties. 

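With at least 150 tags and 20% or more of the tags outside the generic starts, 58 hairpins were retained. They include mir-3072 with 99.97% non-generic tags and mir-3470b with 93.2%. For mir-702 the share was 99.6%, but the paper compares miR-702 between days as a miRNA. Whether its annotated start was recovered here was not tested. The number was 249 with 25 tags as the minimum and 12 with 1000 tags.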

As a plausible explanation for the genesis of the remaining 38 examples we considered that many may arise from generic Drosha/Dicer processing of pri-miRNAs adopting a hairpin fold *in vivo* that differs from the miRBase-prediction. With that proviso we assign 11 tag sets as representing novel non-canonical miR*. (Interestingly, several examples of this already exist in miRbase, e.g. miR-147, miR-3096 and miR-3113). 27 tags sets mapped to a hairpin arm that already harbours a miRBase-annotated miRNA species, thus we classify them as additional novel e-miRs (Table 3). Many of the unusual miRNA processing events described above were also seen in the lower depth heart biopsy dataset. Specifically, of the 17 detectable miRNA hairpins, 14 had observable e-miRs and 10 of these were expressed in similar proportions as in HL-1 cardiomyocytes. Four of the pre-miRNAs with observed novel miR* had some coverage in the lower depth heart biopsy dataset, and thus we could confirm expression of the novel miR-1944*, miR-3470* and miR-1195* (Dataset S2).

e-miR-721* is the most abundant non-generic miRNA in the cardiomyocyte and heart biopsy datasets (Figure 5C). 

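Non-generic tags made up 98.9% ± 0.362 (SD, n = 7) of the 77607 tags of mir-721, more tags than on any other hairpin of the class. The hairpin lies in an intron of Cux1 on chromosome 5 of GRCm38 from 136375716 to 136375803. Of its tags, 47059 started 12 nt upstream of the nearest annotated start, and GAATTTCATTTTTCTTGT was the most frequent sequence with 26380 tags.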

As an indication of the biological significance of e-miR-721*, we performed gene function analysis with the predicted targets of the three miR-721 hairpin-derived miRNAs. The mature and e-miR-721* are predicted to target appreciable numbers of genes involved in cardiovascular disease, unlike the novel generic miR*, suggesting a reason for the processing of the e-miR-721* to be favored in cardiomyocytes (Figure 5D). Furthermore, there is much greater sequence identity across species for e-miR-721* than mature miR-721, suggesting this to be the more important miR-721 variant expressed at this locus (data not shown).

In summary, our data suggests that unusual miRNA variants are frequently derived from their precursors, many with potentially important cardiac functions. Regulated modulation of hairpin folding may underlie many of these observations.

### Antisense miRNAs and other novel miRNAs

Next, we analysed our dataset for the presence of miRNAs that are derived from precursors transcribed in antisense orientation to known miRNA loci [55] using ∼600,000 tags that mapped to the opposite strand of miRBase-listed hairpins. We also looked for expression of entirely novel miRNAs in 23,953,195 tags that mapped to the mouse autosomes and X chromosome. Using a bioinformatic pipline to identify abundant tags in genomic regions with properties of known miRNA (described in Text S1 and shown in Figure S8) we identified 8 putative antisense (as) miRNAs (Table 3) and 147 genomic regions corresponding to putative novel miRNA precursors (Dataset S3), with individual tag counts of up to 8748. Thirteen of the novel candidate miRNAs (termed ‘miR-N’ plus a serial number), and all of the antisense miRNAs, had expression of a miR* form (e.g. miR-N27 and miR-30e-as; Figure 6), providing additional confidence in suggesting these as a *bona fide* miRNA. Furthermore, we have verified the expression in HL-1 cells of two novel miRNA and their repective miR* (miR-N4/miR-N4* and miR-N29/miR-N29*) and one antisense miRNA (miR-30e-as) by high stringency PCR with melt curve analysis (Text S1 and Figure S9).

**Figure 6:**
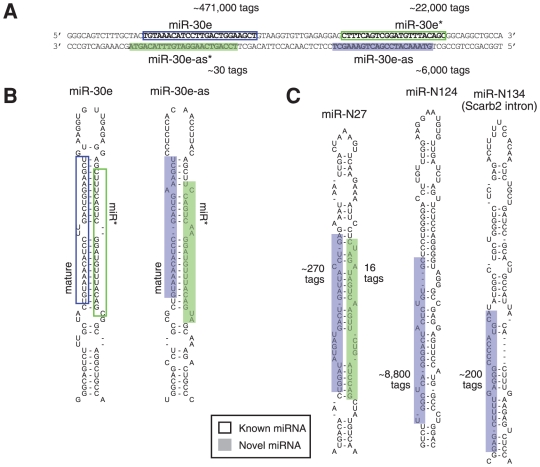
miRNAs candidates deriving from novel precursors and genomic locations in HL-1 cells. (**A**) The *miR-30e* locus appears to be expressed bi-directionally, giving rise to miRNAs tags sets mapping to both, the sense (known) and antisense strands (novel; suffix –as denotes antisense-derived miRNA). (**B**) Predicted structures for both sense and antisense miR-30e hairpin precursors. (**C**) Examples of tag sets mapping to entirely new candidate miRNA loci in the murine genome. These miRNA species are tentatively named miR-N.. (N for novel). Predicted hairpin structures (RNALfold) of surrounding sequence is shown.

39 novel miRNAs had a seed sequence identical to a known miRNA family (Dataset S3). For example, six novel miRNAs share their seed sequence with the cardiac-related miR-1/206 family. While seven novel miRNAs originated from snoRNA-encoding loci, 64 others were derived from protein coding genomic loci. 33 of the latter mapped to the sense strand, with 31 being situated in introns. Furthermore, 17 novel miRNAs were derived from gene loci associated with in cardiac biology (as defined by Ingenuity, e.g. *Gnaq*, *Ntn1*, *Rttn*, *Gli2*, *Man1c1* and *Scarb2*).

Our novel miR-N108, which is encoded in an intron of *Eif4g3*, has been annotated as a *bona fide* miRNA in miRBase version 17 (now called miR-5123 [56]), but none of the other 134 entries new to version 17 and 18 are related to our novel miRNAs. None of our novel miRNAs have been previously removed from miRBase or, to our knowledge, been detected in other recent deep sequencing publications. There are also no already annotated orthologs in conserved syntenic genomic regions in other species (data not shown). However, novel mir-N84 has been bioinformatically predicted and is listed in Deepbase [57]. Additionally, while a number of antisense miRNA are known (including miR-1-2as now called miR-1b, which we did not detect here), none of the antisense miRNAs reported here, to our knowledge, have been previously observed. Thus, while we have support for our novel miRNA discovery pipeline through some overlap of its output with predicted and experimentally verified miRNAs, the bulk of our novel candidate miRNAs are without precedent.

Of the 8 identified novel antisense miRNAs present in our dataset, miR-30e-as is the most abundant and arguably the most interesting (Figure 6A&B, Figure S9). The sequences for mature miR-30e and miR-30e-as are notably similar, and miR-30e-as is relatively abundant in the heart biopsy dataset at ∼4% of miR-30e expression. The predicted targets of miR-30e and miR-30e-as overlap considerably and there is significant enrichment of targets involved in cardiovascular disease for individual and overlapping predicted targets (67/283 common, p<0.01; 154/648 miR-30e only, p<10^−6^; and 88/456 miR-30e-as only, p<0.5). Furthermore miR-30e is known to be commonly down-regulated in hypertensive heart disease [46] and regulates connective tissue growth factor in myocardial matrix remodelling [47], suggesting miR-30e and (by association) miR-30e-as have important roles in cardiac biology.

In summary, by applying stringent criteria to a dataset of great depth we have found expression of many candidates for antisense and entirely novel miRNAs in cardiomyocytes.

## Discussion

We presented here a comprehensive census of the murine cardiomyocyte miRNA repertoire. Detailed information down to sequence tag level for each miRNA is available in Table S1 and Dataset S1. We saw appreciable expression of 403 known miRNAs, as well as detecting five novel miR*, 38 extreme isomiRs, eight antisense miRNAs, and 147 entirely novel miRNA candidates. We furthermore documented in detail the contribution of processing variants to the miRNA population, describing 77 hairpins exhibiting unexpected strand bias and 105 examples of high 5′ isomiR proportion, while most miRNAs exhibited variable 3′ ends. Importantly, 55 miRNAs derived from hairpins with known cardiac function [29] exhibit one or several of these unusual features. Often for these miRNA (e.g. 9 cases of unexpected strand bias and 15 instances of high 5′ isomiR proportion) the unusual feature was not as prominant in other murine tissues previously analysed [22], suggesting particular relevance to cardiomyocyte biology. We then focused on abundant 5′ isomiRs and directly demonstrated potential for differential mRNA targeting for two 5′ isomiRs of the key cardiac regulator miR-133a. More broadly, we found that 55 of 105 5′ isomiRs were prevalent (>20% of tags) also in all other murine tissues where they were appreciably expressed [22]. Of the remainder, 12 were below detection limits in non-cardiac tissue and 28 exhibited varying degrees of tissue-selective accumulation, suggesting frequent tissue-specific miRNA processing and cardiomyocyte-specific roles for a subset of 5′ isomiRs.

### Features of miRNA biogenesis and function

Our dataset confirmed the established view that most miRNA hairpins are asymmetrically processed, yielding mature miRNAs predominantly from one arm. Concordance with miRBase version 16 assignment of mature and miR* was generally good and we also found that -5p/-3p annotated miRNAs tended to be expressed relatively evenly (Figure 2B). Nevertheless, expression was detectable at some level from both arms of most hairpins and, like others [33], [58], we found that many individual hairpins markedly deviate in strand bias from their miRBase version 16 annotation. In some cases this appeared to reflect cardiomyocyte-selective miRNA processing, in others we observed similar arm bias upon reanalysis of datasets from other tissues [22]. Notably, the recently released miRBase version 18 has dispensed with the mature/miR* nomenclature and instead renamed all murine miRNA species with a -5p or -3p suffix, acknowledging the notion that (regulated) expression from both arms can give rise to functional miRNA species [59], [60]. It is now appreciated that multiple miRNA features may affect miRNA strand selection (reviewed in refs [11], [12], [14]). We found that no single aspect was uniquely required, however, two known features were sufficiently common to leave a ‘signature’ in our analyses. First, using an unpaired 5′ base as a surrogate measurement (Figure 4C), we saw patterns consistent with the established thermodynamic stability rule for asymmetric miRNA incorporation into miRISC [61], [62], [63]. Second, we could detect a clear overrepresentation of uridine at the 5′ start of major miRNA species (Figure 4A), consistent with the known bias towards this nucleoside at the first position of miRNAs and the preference of mammalian Ago 2 for uridine or adenine in this position [50], [51].

While the modal miRNA tag length in cardiomyocytes was 22 nt (Figure 1B), we observed common miRNA end heterogeneity, which was much more pronounced at the 3′ end than at the 5′ start site (52.3% and 5.2% of tags deviated from miRBase annotation, respectively; Figure 2D&E). As observed previously, heterogeneity at both termini was also less pronounced at the Drosha compared to the Dicer cleavage site (Figure 2A), perhaps suggesting more a precise cleavage by Drosha, or indicating a cumulative effect of variability in successive processing steps [64]. Additionally, it is clear that observable miRNA 3′ ends in our dataset did not strictly follow 5′ start choice, and thus much of the variability at the 3′ end probably derives from post-processing addition and trimming events [52], [53]. This is likely further reflected in our analysis of miRNA duplexes as we find that a large minority do not conform to the 2 nt 3′ overhang rule (Figure 4B). Similar trends were seen in previous analyses [22], [38], [65], and the basis for some of the diversity of miRNA termini and length has been ascribed to structural features of the pre-miRNA [14]. Additionally, proteins associating with Drosha or the hairpin loop sequences are known to regulate individual hairpin processing [11], [13], [37], [66], implying that many instances of end variability will be cell context-specific. Our data indicated a tendency towards symmetric structural distortions around and within in the Drosha cleavage region, while for Dicer, the immediate cleavage region was typically base-paired but immediately adjacent to either the terminal loop or other local distortions (Figure 4D). Similar observations were made for *C. elegans* Drosha and Dicer sites [37]. These structural features, while not strictly required, may contribute to miRNA processing accuracy, in addition to the in-built ‘ruler’ functions of the Drosha and Dicer complexes [49].

Importantly, in our dataset we observe high levels of variability for numerous individual miRNAs (Figure 2D&E), which are likely to impact on their role in cardiac biology. Evidence in favor of this notion includes the observation that isomiR expression is regulated during development [21] and variations at the 3′ end can influence miRNA stability [67], loading into distinct Argonaute complexes [16], [17], as well as potentially affecting target mRNA binding [20] and the cellular location of miRNAs [68]. There is also the strong expectation that 5′ isomiRs will have distinct mRNA targeting properties, since changes to the miRNA 5′ end will alter their seed region identity [21], [22], [38], [65]. Importantly, we present here a direct experimental validation of differential mRNA targeting by 5′ isomiRs using the example of miR-133a (Figure 3). Interestingly, alteration to the 3′ end of miR-133a mimics did not affect the level of mRNA repression, suggesting that in this instance the 3′ end is not essential for efficient target binding. Our work further provides information on expression of novel miR* (e.g. Figure 5A), a new candidate for AGO2-mediated processing (Figure 5B) and antisense-miRNAs (e.g. Figure 6A & B), as well as documenting a substantial repertoire of entirely novel miRNA candidates (e.g. Figure 6C). Remarkably, we also described numerous examples of extreme miRNA variants (e-miRs; e.g. Figure 5C), whose existence may often be explained by the pri-miRNA adopting an alternate secondary structure(s) that differ from the predicted structures deposited in miRBase. We therefore suggest that many novel e-miRs may be produced by canonical Drosha and Dicer processing of alternate miRNA harpin structures. While novel as a concept in this context, it is in general well established that long-range interactions within RNA molecules or interactions with cellular proteins can affect local RNA secondary structure (e.g. RNA chaperones [69]) and the current catalog of known miRNA hairpin interacting proteins is rapidly expanding [13].

### Implications for cardiac biology and disease

The HL-1 cell line is a popular cell culture model of cardiomyocyte biology and, as shown previously for transcriptomic and phenotypic aspects [30], we have demonstrated here that they express an adult cardiomyocyte-like miRNA profile. Furthermore, a small number of miRNAs with prominent roles in cardiac biology represented the bulk of the HL-1 cell tag count, as is typically seen in differentiated cells [70]. Nevertheless, the miRNA expression profile of HL-1 cells did deviate from a previously described whole heart miRNA expression profile [31] and our own left ventricle dataset in some respects, e.g. exhibiting higher miR-145 and lower miR-1 expression. This may partly be due to the transformed nature and cell culture environment of HL-1 cells, or their atrial origin as there is some evidence that expression of miRNAs differs between atrium and ventricle [32]. Importantly, our observations of the many miRNA processing variants were remarkably consistent between HL-1 cells and our ventrical biopsy. It was interesting to test whether the characteristic change from a non-beating to a beating state mimicked a distinct step in cardiomyocyte differentiation, however, the relative lack of differential miRNA expression we found (Figure S2) argues against this notion. Instead, we saw a bulk up-regulation in miRNA level, consistent with observations in other cells types reaching confluency [26]. It remains to be tested whether this merely correlates with the beating state, or directly contributes to it in some way.

The importance of miRNAs for cardiac development and cardiomyocyte function is well described [2], [3]. Many individual miRNAs have further been implicated in the pathology of heart disease, already leading to efforts of utilizing this knowledge for therapy development [2]. However, many of these studies were devised, conducted and their findings interpreted without detailed knowledge of the prevalence of miRNA sequence variation. The present study now provides such detailed information, which will at a minimum allow a more sophisticated understanding of previously generated data. For instance, knowledge of all extant 5′ isomiRs of a given disease-associated miRNA will enrich our picture of how they target the cardiomyocyte mRNA population and are thus involved in the disease pathology. miR-133a, a miRNA crucial to cardiac development and associated with a number of cardiac pathologies [1], served as an example here of a miRNA with an array of different sequence variants and demonstrated differential targeting properties of its two major 5′ isomiRs (Figure 3). Leading on from this, knowledge of miRNA variant expression will also improve the development of diagnostic tests of miRNA expression and allow greater precision in the design of miRNA mimics or anti-miRs as therapeutic agents.

In summary, our detailed compendium of cardiomyocyte miRNAs has revealed many unexpectedly abundant miR*, as well as unusual sequence variants and novel miRNA species. This raises interesting questions regarding their biological functions and specific modes of production that now await experimental characterization. It further highlights the fact that miRNA biogenesis and their impact on cellular processes is much more complex than originally anticipated. The diversity of miRNA sequences documented here will enrich our view of how these post-transcriptional regulators coordinate cardiomyocyte gene expression and more broadly, govern processes in cardiac biology and disease.

## Supporting Information

Text S1 **Supporting methods and results.**
(doc) Click here for additional data file.

Figure S1 **Schematic of the sequence tag mapping approaches employed in this study.** Sequence tags were first mapped to hairpin sequences deposited in miRBase version 16 using the SOLiD™ Small RNA Pipeline. A custom script named the Mismatch and Multimapping Resolver (MMR) was then applied to deal with tags with mismatches and those that mapped to multiple miRNA loci (see Materials and Methods and Text S1 for details). Tags not mapping to miRBase were then mapped against the murine genome to mine for novel miRNAs.
(EPS) Click here for additional data file.

Figure S2 **Global upregulation of miRNA expression in beating HL-1 cardiomyocytes.** (**A**) HL-1 cardiomyocytes progressed from a non-beating to a confluent, beating state over four days in two biological replicate experiments. RNA was harvested every 24 hours. (**B**) Normalized average miRNA expression levels on day 1 and 4 were compared on an M/A plot [71]. A miRNA expression threshold of >1000 tags per library was applied to increase stringency and only changes in expression exceeding two-fold in both replicates were considered significant (green dots). Nine miRNAs across a range of expression levels, which did not consistently show altered expression, were further selected as a reference set (dots in dark blue). (**C**) The set of reference miRNAs, as well as five that showed consistent down-regulation by SOLiD™ sequencing were independently quantified by qPCR across all four time points of HL-1 cell culture. Their expression level was further normalized to the average expression of 5 snoRNAs and to the average expression at all time points. Median expression of all miRNAs (denoted by a horizontal bar) on day one was then set to one. qPCR data are generated from one matched four-day time-course sample set. P-value was calculated using the Wilcoxon Matched-Pairs Signed-Ranks Test.
(EPS) Click here for additional data file.

Figure S3 **Operational definition of miRNA features used in interpreting miRBase-mapped tags.** (**A**) All tags with a 5′ start position +/− 3 nt of a miRbase v16 annotated miRNA were counted as evidence of expression of that miRNA. These tags were considered as compatible with canonical Drosha and Dicer dependent cleavage and thus referred to as ‘generic’ miRNA tags. (**B**) Well-phased sets of tags mapping to the arm of a hairpin without a miRBase-annotated miRNA were classed as a novel miR*. A subset of these was classed as ‘generic’ as they are directly juxtaposed to a known miRNA. (**C**) Well-phased tag sets that mapped to hairpins outside the boundaries of miRBase annotated miRNAs were referred to as extreme isomiRs (e-miRs). To provide a unique identifier we have added the number and any other naming suffix from the known miRNA proximal to the new species. (**D**) Well-phased tag sets mapping to sequences antisense to known hairpin precursors and conforming to the criteria for novel miRNA discovery displayed in Figure S8 were taken as evidence for expression of antisense miRNAs (miR-as). We generally marked miRNAs that were already annotated in miRBase by open boxes, while filled boxes highlight novel species. The color convention used is blue for miRNAs on the 5′ arm, green on the 3′ arm. Discovery of novel miRNA species is exemplified in panels B and C for the 3′ arm of a hairpin; equivalent scenarios apply for the 5′ arm.
(EPS) Click here for additional data file.

Figure S4 **Sequence mismatches within generic miRNA tags.** *Left,* proportion of miRBase-mapped tags without (grey) or with one or more mismatches at internal positions (blue) or at the 3′ end (red). *Top right*, Split of internal mismatches across all possible sequence changes. Note: an A-to-I editing event would manifest as an A-to-G substitution. *Bottom right*, 3′ terminal mismatches classed by non-templated base addition.
(EPS) Click here for additional data file.

Figure S5 **Features of the long miR-301a.** (**A**) Predicted structure of miR-301a as deposited in miRbase v18, with most common isomiRs highlighted. Arrow shows asymmetrical loop, which may add extra nucleotides to the mature miR-301a. (**B**) miRNA Northern blot. Northern blots of HL-1 cell total RNA were probed for miR-301a, as well as miR-133a and miR-145 for reference (top panel). Length distribution of sequence tags for each miRNA in the HL-1 cell dataset is also shown (bottom panel). (**C**) miR-301a length distribution in other murine tissues. The proportion of miR-301a 3′ isomiRs of lengths 22–25 nt was determined by reanalysis of Illumina datasets deposited in miRbase v18 [22], [42]. Tissues with appreciable expression of miR-301a are shown along with our heart and HL-1 datasets.
(EPS) Click here for additional data file.

Figure S6 **Nucleoside frequencies observed at hairpin positions surrounding the termini of cardiomyocyte miRNAs.** Nucleoside frequency at positions either side of the presumed processing sites was determined for each miRNA isomiR variant. For each miRNA, isomiR variant data were weighted according to their tag frequency; results were then given equal weight and averaged across all miRNAs per hairpin arm. For each sequence logo shown, the Y-axis denotes the frequency of that position being a specific nucleoside, with the size of the letter correlating to its frequency. Analysis was performed after separating miRNAs into (**A,B**) major/minor species derived from a given hairpin (≥80% or ≤20% of tags, respectively), for (**C**) miRNAs with symmetrical expression (tags >20% but <80%) and (**D**) for all miRNAs together. Background nucleotide frequency (top right) was calculated as a combination of all eight positions. Significant over-representation (#) and underrepresentation (*) are shown (p<0.01, two tailed t-test with Welch correction).
(EPS) Click here for additional data file.

Figure S7 **Structural features of precursor hairpins surrounding miRNA termini.** The structural features of 229 precursor hairpins at miRNA termini were determined by visual inspection of the most common isomiR overlaid onto the predicted hairpins deposited in miRbase v18. The most common structures surrounding the presumed (**A**) Drosha and (**B**) Dicer cleavage sites are shown (cleavage positions based on 5′ start of miRNAs). The capital N^x^ denotes a nucleotide directly adjacent to a cleavage site. The lower case n^x^ denotes the opposing nucleotide. For each position only the major structural distortions are listed. For internal loops >2 nt the arrow indicates the direction the distortion extends. Analysis was performed on hairpins with at least one miRNA ≥150 tags and canonically processed. Analysis and display based on [37].
(EPS) Click here for additional data file.

Figure S8 **Schematic of the novel miRNA discovery approaches employed in this study.** Genome-matched tags were size-selected and abundant well-phased tags set were identified. RNA secondary structures were predicted for surrounding genomic sequences and interrogated for a series of features characteristic of genuine pri-miRNA precursors (see Methods for a detailed description of this pipeline). Only novel miRNA candidates that complied with these criteria were shortlisted. The naming convention used was miR-N (for novel) followed by a serial number. Figure is 5′ arm focused, but novel miRNA occur on both arms of predicted hairpins.
(EPS) Click here for additional data file.

Figure S9 **Validation of novel miRNAs by high stringency PCR and melt curve analysis.** PCR conditions were designed and optimised to specifically detect several novel miRNAs observed in the HL-1 dataset. RT-PCR was then performed on HL-1 and HeLa total RNA, with total RNA from *S.cerevisiae* and reactions containing HL-1 RNA but no reverse transcriptase acting as specificity controls. Amplification curves are shown to indicate relative abundance (though reactions are not considered strictly quantitative), melting curves shown to indicate specificity of the reaction (one peak indicates only one product is formed) and gel electrophoresis images are shown to demonstrate the single product is of the expected size.
(EPS) Click here for additional data file.

Table S1 **Tag counts for all miRNAs and their features in the HL1 data set.**
(XLS) Click here for additional data file.

Table S2 **Probes primers and mimic sequences.**
(DOC) Click here for additional data file.

Table S3 **Known miRNA features detected in HL-1 cells.**
(DOC) Click here for additional data file.

Table S4 **Most abundant generic miRNA tags in HL-1 cells.**
(DOC) Click here for additional data file.

Table S5 **Examples of miRNAs with unexpected strand bias in HL-1 cardiomyocytes that have different strand bias in non-cardiac tissues‡.**
(DOC) Click here for additional data file.

Table S6 Gene function analysis of the predicted targets of miRNAs with abundant miR* or biased miRNA-5p and -3p (>80% tags).
(DOC) Click here for additional data file.

Table S7 **miRNAs with a high proportion of 5′ isomiRs in HL-1 cardiomyocytes (>20% of tags), which have low or variable 5′ isomiR levels in non-cardiac tissues ‡.**
(DOC) Click here for additional data file.

Table S8 **Gene function analysis of the predicted targets of 5′ isomiR variants.**
(DOC) Click here for additional data file.

Table S9 **miRNAs with internal sequence changes.**
(DOC) Click here for additional data file.

Table S10 **miRNAs with >20% tags longer than 24 nt.**
(DOC) Click here for additional data file.

Table S11 **Extreme isomiRs of known miRNAs.**
(DOC) Click here for additional data file.

Dataset S1 **Alignment of tags derived from HL-1 cardiomyocytes with miRNA hairpins as listed in miRBase version 16.**
(HTML) Click here for additional data file.

Dataset S2 **Alignment of tags derived from murine cardiac left ventricle with miRNA hairpins as listed in miRBase version 16.**
(HTML) Click here for additional data file.

Dataset S3 **Novel miRNAs identified in HL-1 cardiomyocytes.**
(HTML) Click here for additional data file.

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Text S1 — Supporting methods and results.

**Supporting Information**

**Supplementary Methods**

**Sequence analysis pipeline**

We refer to an individual deep sequence read as a tag and the number of times it occurred as a count. The SOLiD™ Small RNA Pipeline was used to map 18nt anchors of each tag to hairpin sequences obtained from miRBase, allowing a maximum of three mismatches and mapping to no more than fifteen loci before extending the alignment of the anchor. A cumulative maximum of 6 mismatches was tolerated in aligning tags to the reference plus adapter. A custom-made script, termed Mismatch and Multimapping resolver (MMR) applied an additional criteria where tags with isolated mismatches were only accepted if the position of the mismatch coincided with a quality value score <17. MMR examined miRBase mapped tags for genuine single base changes by requiring two adjacent colour space with quality values >17. Base changes at the last position prior to adapter sequence were flagged as non-templated additions while base changes at internal positions were considered potential edited sites. Tags representing multi-loci miRNAs were placed against the miRBase entry with the lowest entry number. For all other non-uniquely mapping tags a count was placed against each matching miRBase entry. miRNA expression levels were inferred from tag counts normalised to the total number of tags within each dataset and tags count ratios were calculate for each miRNA (day 4/day 1).

All tags that did not map to miRBase were mapped against the mouse genome (mm37 assembly), one chromosome at a time. To increase stringency, we used anchor length of 20nt, and allowed only 5 multiple mapping sites per chromosome with maximum two mismatches during anchor mapping and cumulative maximum of 6 mismatches. Tags were assigned to genomic locations with minimum number of mismatches and if tags mapped to more than one location with the same number of minimum mismatches they were assigned randomly. Next, 7nt genomic windows containing start positions for 150 or more tags (20-24nt long) were identified and overlapping 7nt windows were merged retaining a 7nt window with start positions for maximum tag count. After consolidation and optimization of overlapping windows, 6,369 candidate genomic regions encoding putative novel miRNAs (10,241,347 tags) and 108 loci potentially encoding antisense miRNAs (543,682 tags) passed this initial filter. A subsequent “authentic miRNA” filter was then applied by taking the 200nt flanking genomic sequence for each loci and bioinformatically predicting the secondary structures using RNALfold . Each structure had to form one stable hairpin (55-140nt) with adjusted minimum free energy (mfe) of <-20 kcal/mol (adjusted mfe = mfe / length of the structure). We also removed structures if either stem arm sequences or entire structure sequence contained <30% or >70% G/C nucleotide. To conform to known miRNA hairpin structures and requirements of a linear hairpin for Drosha/Dicer processing , we excluded structures with hairpin loops <3nt or >15nt, stem bulges >6nt, stem arms pairing less than 70% and structures with arms >20% different in length. We then required the predicted mature miRNA to be located within the stem of the predicted hairpin. The novel miRNA were then defined as 22nt in length with a 5’ start site determined by the most common start site of tags in the 7nt window. Structures were excluded if they overlapped with loci of known miRNAs. The structure with lowest adjusted minimum free energy for each remaining candidate novel miRNA was chosen and defined as the novel miRNA hairpin. Overlapping genomic features were identified using Ensembl PERL API v60.

A schematic of our tag mapping approach is shown in Figure S1 and details of tags mapped to miRBase are located in datasets S1, S2 and Table S1**.** Trimmed tags from a previously described dataset were mapped to miRbase version 16, allowing one mismatched base**.**

**Reanalysis of miR-301a expression in other tissues**

Next generation sequencing data deposited in miRBase version 17 and 18 was used to determine the relative proportion of miR-301a 3’ isomiR expression in several murine tissue types . Libraries corresponding to the same tissues and source were merged for analysis.

**Analysis of sequence and structural composition around miRNA processing sites**

For sequence analysis, all appreciably expressed generic miRNAs were considered. Nucleotide frequency at positions either side of the presumed processing sites was determined for each miRNA isomiR variant. For each miRNA, isomiR variant data were weighted according to their tag frequency; results were then given equal weight and averaged across all miRNAs per hairpin arm. Additionally, nucleotide frequencies were also calculated after separating miRNAs into major/minor species derived from a given hairpin (≥ 80% or ≤ 20% of tags, respectively) or miRNAs with symmetrical expression (tags >20% but <80%) and background nucleotide frequency was a combination of all analysed positions. A two tailed t-test with Welch correction was used to determine significant difference of nucleotide frequency from background.

For analysis of RNA structure around processing sites a set of appreciably expressed (at least one miRNA ≥ 150 tags) and canonically processed hairpins were visually inspected considering the most abundant miRNA isomiR variant only in each case and using predicted secondary structures as deposited in miRBase.

**Northern blotting**

Northern blotting was based on methods in . Specifically, 5µg of total HL-1 RNA was electrophoresed on a 10% polyacrylamide TBE-urea gel (Life Technologies) before being transferred onto GeneScreen Plus**®** membrane (PerkinElmer) in 0.5x TBE using a semi-dry blotting apparatus (Bio-Rad). Membranes were cross-linked (120 mJ) using a UV Stratalinker**®** 2400 (Stratagene) and pre-hybridised for 1 hour at 42°C in hybridisation buffer (7% SDS, 250mM sodium phosphate, pH 7.0). Oligonucleotides were 32P end-labelled with T4 polynucleotide kinase (NEB) according to the manufacturer’s instructions. Membranes were hybridised overnight at 42°C and washed 3 times in 2x SSC. Detection by phosphorimaging used an FLA-5100 imager and MULTIGAUGE software (Fujifilm). Probe sequences used were: miR-301a: GCT TTG ACA ATA CTA TTG CAC TG; miR-145: AAG GGA TTC CTG GGA AAA CTG GAC; miR-133: TAC AGC TGG TTG AAG GGG ACC AAA T.

**Reporter constructs and assays**

The two miRNA binding cassettes (*Ctfg*, and *Pdgf1*) were concatemers, AUUAA-Site 1-UGUCGACU-Site 2-UAUAAU-Site 3. The miR-133a isomiR site was derived from *Pgam1* (NM_023418.2; 1444-1473) and the canonical site was derived from *Ctgf* (NM_010217.2; 2322-2343).
The concatamer sites were inserted into the Not1 site behind the Renilla luciferase gene in the psiCHECK™-2 Vector (Promega) and verified by sequencing. MISSION® microRNA miR-133a Mimics (Sigma) were used: Can/22nt (UUUGGUCCCCUUCAACCAGCUG), Can/23nt (UUUGGUCCCCUUCAACCAGCUGU), iso/22nt (UUGGUCCCCUUCAACCAGCUGU), iso/23nt (UUGGUCCCCUUCAACCAGCUGUA) or control (UGUUAGCUGGAGUGAAAAC). In 24 well assays 30ng of reporter and MISSION® microRNA Mimics at a final concentration of 10nM (Sigma) were used in transient transfection assays as previously described .

**Supplementary Results**

**Global increase of miRNA expression as cardiomyocytes transition to a beating state**

We tested whether progression from a non-beating to a beating state altered miRNA expression (Figure S2A). We normalised expression for libraries from day one and day four of the HL-1 cell growth time course by dividing individual miRNA tag counts (all generic tags were treated as one entity) by the total number of miRBase-mapped tags and compared libraries by M/A plot (Figure S2B). Biological replicates were highly similar to each other, with Spearman rank correlation coefficients >0.9 (data not shown). To focus on high confidence candidates for differential expression, we required 2-fold change between day one and day four in both replicates and applied a threshold of 1000 tags per miRNA at each time-point (Figure S2B). miR-187, -92a, -20a, -99b*, -1196, -128-1, -211*, -504 and -702 then scored as down-regulated (green circles in Figure S2B; no miRNA showed consistent up-regulation). 

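miR-187, miR-128-1, miR-92a-1, miR-20a, miR-504 and miR-99b* were at least 2-fold lower at day 4 than at day 1 in both time courses, and none of the 142 miRNAs with at least 1000 tags in every library was 2-fold higher in both. With 150 tags as the minimum, 2 were higher in both, miR-374 and miR-210*, and 14 lower. miR-187 went from 4120 ± 89.7 normalized CPM (SD, n = 2) at day 1 to 2007 ± 208.1 (SD, n = 2) at day 4, a log2 fold change of -1.04 (standard error 0.298, adjusted p = 0.284 from edgeR's quasi-likelihood test). miR-99b*, from an intron of Spaca6, had a log2 fold change of -1.24 (standard error 0.367, adjusted p = 0.311). That of miR-128-1, a miRNA rich in brain, was -0.90 (edgeR's adjusted p = 0.362), that of miR-504, which targets p53, was -0.87 (adjusted p = 0.390) and that of miR-20a was -1.06 (adjusted p = 0.567). miR-211* stood at 896 ± 177 normalized CPM (SD, n = 2) at day 1 and 231 ± 40.4 at day 4, a log2 fold change of -1.96 (adjusted p = 0.147). Over library totals its log2 ratio was -1.76 in time course 1 and -2.50 in time course 2. It was left out because the minimum of 1000 tags was asked of every library, and its lowest had 942. The paper compares day 1 with day 4, and the minimum was not applied here to those libraries alone. miR-210*, from the hairpin of the hypoxia-induced miR-210, had a log2 fold change of 2.02 (adjusted p = 0.147) and miR-374 one of 2.71 (adjusted p = 0.147). The hairpins mir-1196 and mir-702 gave no generic miRNA that could be compared. Over the 519 miRNAs tested, edgeR called 0 from day 1 to day 4, with 54 at an unadjusted p under 0.05, and 0 from day 1 to day 3, with 29 at an unadjusted p under 0.05. DESeq2 called 15 from day 1 to day 4, of which 5 were higher and 10 lower. With the time course as a block, edgeR called 9 from day 1 to day 4 and 5 from day 1 to day 3. miR-211* was then called by DESeq2 (adjusted p = 0.000282) and by the blocked test (adjusted p = 0.0369), as were miR-210* (adjusted p = 0.000381 and 0.0424) and miR-374 (adjusted p = 0.000282 and 0.0374). The 2-fold rule used counts over library totals, and normalization by TMM raised each day 4 to day 1 log2 fold change by 0.18 against these, which left miR-99b* alone past the rule. Of simulated changes, edgeR at this design recovered 68% at 4-fold and 12% at 2-fold.

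**Figure D1:**
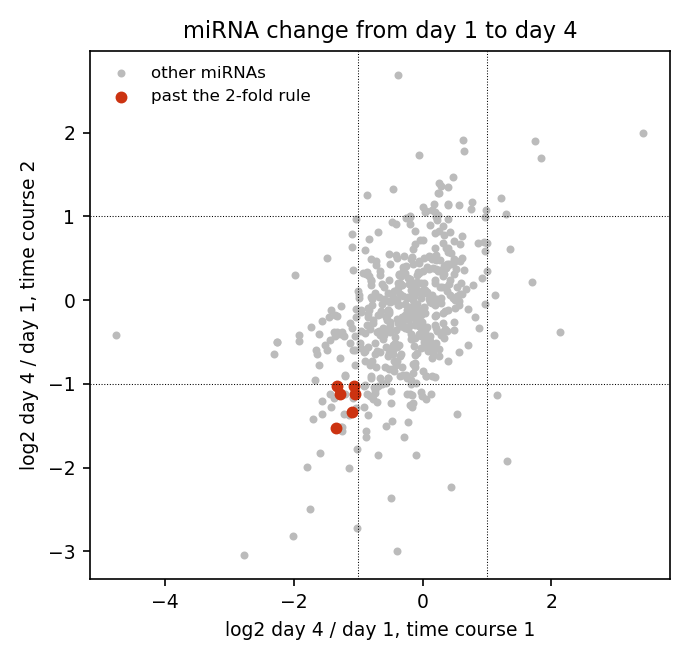
Log2 ratio of tags over library totals at day 4 to day 1 in time course 1 (horizontal axis) and in time course 2 (vertical axis), with a point for each of the 519 miRNAs tested. Dotted lines mark a 2-fold change, and the 6 miRNAs past the 2-fold rule lie beyond them at the lower left.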

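The miR-17-92 cluster and its paralogues promote proliferation, and the let-7 family restrains it. The 22 tested members of the miR-17-92 group had a median log2 fold change of -0.41 from day 1 to day 4. The day 1 library of time course 1 held more tags of this group (5.08%) than any other library (3.05% to 3.78%). Over library totals, where log2 fold changes lie 0.18 lower than with the TMM normalization used for the other values, the median was -0.50 in time course 1 and -0.46 in time course 2. miR-92a-1, with 3496 ± 617 normalized CPM (SD, n = 2) at day 1 and 1779 ± 552 (SD, n = 2) at day 4, had a log2 fold change of -0.97 (adjusted p = 0.385 from edgeR), and miR-20a stood at 1672 ± 1017 and 803 ± 444. miR-18a had -0.57 (adjusted p = 0.567), while miR-25 of a paralogous cluster had 0.81 (adjusted p = 0.370). No member of the group was called, also when adjusted over the list alone, and camera's adjusted p was 0.0881 (0.0299 with the time course as a block and 0.536 with an estimated correlation). miR-20a and miR-92a-1 lie together in the host gene Mir17hg on chromosome 14 of GRCm38 from 115044157 to 115044263 and from 115044427 to 115044506. The 18 let-7 members had a median of -0.31 and were lower as a group by camera (adjusted p = 0.0112), a call that was lost with an estimated correlation (adjusted p = 0.536). The members with the largest differences were minor strands. let-7c-1* (-1.20), let-7f-1* (-1.26) and miR-98* (-1.68) were lower when adjusted over the list alone, each with an adjusted p of 0.0482, and 0 members were called over all miRNAs. The abundant let-7b and let-7a-1 had log2 fold changes of -0.18 (edgeR's adjusted p = 0.947) and -0.35 (adjusted p = 0.877). Over library totals the median of the let-7 family was -0.20 in time course 1 and -1.00 in time course 2, so that with TMM hardly any fall is left in time course 1.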

Interestingly, two of the down-regulated miRNAs are part of the oncogenic miR-17-92 cluster (miR-20a and miR-92) with demonstrated pro-proliferative functions . We established RT-qPCR protocols for four of these (miR-20a, -92a, -187, -702), and miR-7a (which fell below the 1000 tag threshold for one time-point), as well as nine apparently unregulated miRNAs of different abundance (miR-208a-5p, -133a, -208a-3p, -374, -29a, -145, -133a*, -542 and let-7a; dark blue circles in Figure S2B). After normalisation to the averaged expression of five snoRNAs (also obtained by qPCR), this revealed that the ‘unregulated’ miRNAs significantly increased in abundance from day one to day four (by 52%, p= 0.0039 Wilcoxon matched pair, signed-ranks test; Figure S2C). By contrast, levels of the five candidates tested for down-regulation decreased marginally (average of 33%). These results are consistent with the relative trends seen in the SOLiD™ data, given its inherent inability to detect bulk changes in miRNA level. Altogether, they indicate that, reminiscent of findings in other cell types , a global increase in levels is the most notable change in miRNA expression when HL-1 cardiomyocytes reach confluency.

**miRNA sequence changes in cardiomyocytes**

We looked for instances of internal A to G sequence change, which could be indicative of A to I editing by adenosine deaminases . Such changes were found in 0.35% of tags and similar in frequency to all other base substitutions (0.11 – 1.74% of tags; Figure S4). 

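Internal A-to-G changes were found in 0.410% ± 0.0701 (SD, n = 7) of generic tags and G-to-A changes in 1.71% ± 0.290. All single internal changes together came to 6.79% ± 1.33 (SD, n = 7), with a range of 5.05% to 9.04%. Over all miRNAs they crowded near the 3′ end of the tag. Of tags with a single change, 43.6% ± 3.96 (SD, n = 7) had it 5 nt before the last base, 28.7% ± 2.70 at 4 nt, 11.4% ± 0.884 at 3 nt and 11.4% ± 1.35 at 2 nt. These 4 positions held 95.1% of single changes, against 18.2% if changes were spread evenly over the positions. For miR-125b-1 a T-to-A change was present in 10.6% of tags and a T-to-C change in 6.88%. For miR-29a a G-to-A change was present in 6.73%.

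**Figure D2:**
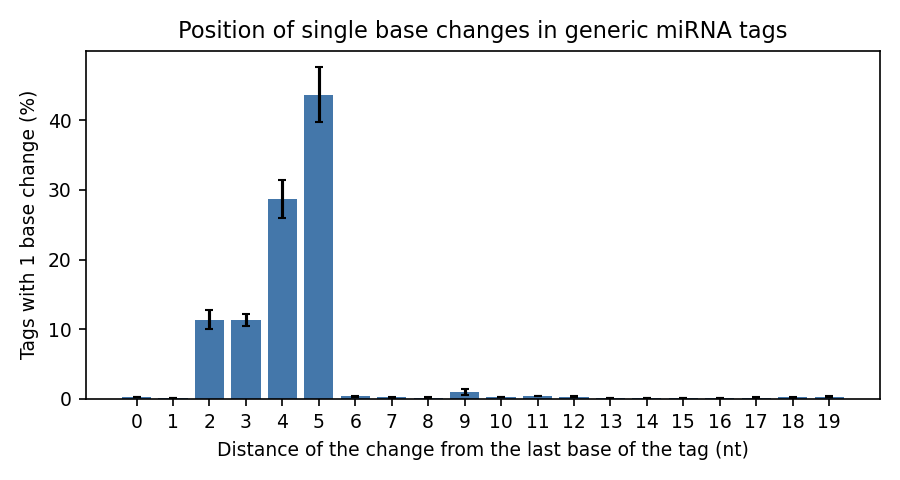
Share of generic tags with a single base change (vertical axis, percent) by the distance of the change from the last base of the tag (horizontal axis, nt). Bars are means and error bars standard deviations over 7 libraries, and the bars at 2 to 5 nt stand far above the others.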

Applying an expression threshold of 150 tags per miRNA, and requiring at least 5% of all tags exhibiting an A to G change, we find only one example, miR-1274a, a tRNA-derived miRNA that was, however, removed from miRBase in the update from version 16 to version 17. 

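An A-to-G change in at least 5% of tags was found for 5 miRNAs with at least 150 tags, namely miR-184, miR-1946a, miR-1946b, miR-335-5p and miR-9-1*. For miR-184 644 of 11255 tags carried it and the share was 5.55% ± 1.82 (SD, n = 7), so that it lay above 5% by less than the spread between libraries. miR-1946a had 28 changed tags (4.77% ± 2.65 per library) and miR-1946b 26 (5.13% ± 3.13). miR-335-5p had 21 (5.87% ± 6.93) and miR-9-1* 12 (6.08% ± 7.57). None of these lay above 5% by more than its spread. With 1000 tags as the minimum 1 miRNA was left, and without the day 3 or the day 4 library of time course 2 there were 3. The hairpin of miR-1274a had no match in the annotation and is not analysed here.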

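At the same thresholds, 93 pairs of a miRNA and an internal change were found in 82 miRNAs. Those with the higher shares include the change of miR-206, miR-130a with a G-to-A change in 26% of tags (150641 tags, the largest number), miR-181d with T-to-C in 19.3%, where most of the changed tags are shared with another miRNA, miR-421 with a G-to-A change in 18.5% of tags, miR-222 with G-to-A in 13.4%, miR-532-5p with G-to-A in 12.7%, miR-450a-1 with T-to-C in 11.0% and miR-322 with T-to-A in 10.1%. Of the 93 pairs, 24 are entries of Table S9. With 1000 tags as the minimum, 56 miRNAs were left.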

To look for miRNA sequence polymorphisms or other undescribed editing phenomena, we applied the same thresholds to any other internal sequence change, which retained 32 miRNAs (Table S9). The most prevalent case was a G-to-A change at position 11 in 66% of tags mapping to miR-206, a miRNA that is required for proper cardiac muscle development . This sequence change is also observed in the heart biopsy sample. 

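miR-206, a muscle miRNA closely related to miR-1, carried a G-to-A change in 49.0% ± 17.4 (SD, n = 7) of tags and in 51.2% of the merged set. The tag TGGAATGTAAAGAAGTGTGT, with 41604 tags, has the change G11A against miR-206 and fits miR-1 equally well with the change A17G, where positions are counted from 1 at the 5′ end of the tag. It was therefore divided between both, and counted wholly as miR-206 it brought the share to 67.5%. The change was bound to the length of the tag. With changed tags counted wholly as miR-206 at each length, it was present in 77.2% (95% Wilson interval 76.8% to 77.5%) of miR-206 tags of 20 nt, 6.06% of those of 21 nt and 5.03% (4.36% to 5.79%) of those of 22 nt. The hairpin lies in an exon of Gm28653 on chromosome 1 of GRCm38 from 20679010 to 20679082.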

Though not in the “seed” region, this sequence change may still confer a selective function, since at least one of the targets of miR-206, *Hdac4*, is hypothesised to be bound by its centre region .

In summary, we find little evidence for editing by known mechanisms, consistent with reports that miRNA editing is rare even in brain tissue where RNA editing is thought to be more common .

miRNAs can have variable 3’ ends due to alternate Drosha and/or Dicer cleavage site preferences, as well as end trimming or non-templated 3’ additions (which may fortuitously match the pri-miRNA sequence or be unambiguous). We searched our dataset for instances of single nucleotide, unambiguous, non-templated addition and found these in 2.5% of our generic miRNA tags. miRNAs can be adenylated by GLD-2 or uridylated by Zcchc11 , however, we did not detect a general preference for uridilation or adenylation of miRNAs (Figure S4), nor did we observe individual miRNA species with common 3’ non-templated additions (>5% tags).

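Single base changes at the last position of the tag were found in 0.0161% ± 0.0029 (SD, n = 7) of generic tags. These were 6577 tags. Tags whose last base is not called are left out, and 189432 tags had an uncalled base at some position. Changes at the last base made up 0.239% of all single changes and those 1 nt before it 0.119%, far below the shares from 2 to 5 nt before the end. Additions that match the hairpin, as in the miR-21 and miR-195 forms that run 1 nt past the annotated end, cannot be told from templated ends and are not counted.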

**Features of long cardiac miRNAs**

Although 90% of all tags were 24nt or shorter (Figure 1B), 28 miRNAs had >20% of tags that were longer than 24nt (Table S10), the same was found with 8 of 11 detectable cases in the lower coverage heart biopsy dataset. It has been shown that asymmetrical structural motifs present in precursor hairpins can lead to diversity in miRNA length , thus we hypothesized that longer miRNAs in HL-1 cells may be derived from such structures. We observed that 12/28 long miRNAs had asymmetrical structures that may have contributed to their length, with 7 of these strongly biased to one arm (resulting in a “short” miRNA on the opposing arm, average length 21nt). A further 5 miRNAs were characterized by Dicer or Drosha sites embedded in complex structures or large loops, 4 miRNAs had unstructured Drosha sites, 4 miRNAs had predicted structures inconsistent with canonical processing, 2 miRNAs were miR* of other long miRNA, leaving 1 miRNA with no obvious structural reason why it should be >24nt. 5 long miRNAs with asymmetrical structures also had Drosha/Dicer cleavage sites in complex structures and loop. Overall, this suggested that long miRNAs may arise from Dicer miscounting asymmetrically contributed nucleotides or greater inaccuracy of Dicer and Drosha cleavage in regions of low stability.

miR-301a is an extreme case of an abundant miRNA, with >60% of tags longer than 24nt in cardiomyocytes (Figure 2G) and a good example of an asymmetrical hairpin likely contributing extra nucleotides to the miRNA length (Figure S5A). The length of miR-301a was also confirmed by northern blotting (Figure S5B). Re-analysis of mouse datasets from other tissues showed that this miRNA is commonly >24nt and suggested its length is developmentally and tissue-specifically regulated (Figure S5C). Interestingly, both miR-301a and several members of the miR-30 family, which were also commonly longer than 24nt in our dataset (Table S10), target the mRNA for plasminogen activator inhibitor-1, a protein involved in the pathogenesis of cardiovascular disorders . Another prominent example was miR-181a, which is involved in cardiovascular development , yet 47% of tags were longer than 24nt in our cardiomyocyte dataset.

**Validation of novel miRNA species**

To validate the existence of our identified novel miRNAs, SYBR green-based qRT-PCR assays (based on the stem-loop extension assay described in ) were designed and optimised to detect the specific product. cDNA was made from the total RNA of HL-1 cells, HeLa cells and *S.cerevisiae* (where we would not expect to detect the miRNA). As a negative control HL-1 cell RNA was put into a reaction without reverse transcriptase. To determine specificity of detection, high temperature PCR reactions were performed on a Roche lightcycler™ for analysis of relative product abundance, product melting temperatures and then PCR products were run on a PAGE gel for accurate size discrimination (expected product sizes ranged from 56-60nt).

From HL-1 RNA, specific products were gained for miR-N4, miR-N29, miR-29* and miR-30e-as, while for miR-N4* there were some minor non-specific species of other sizes also amplified (Figure S9). miR-N4, miR-N4* and miR-30e-as were also detected in HeLa cells at lower abundance, suggesting these are expressed more widely. However miR-N29 and miR-N29* were restricted to HL-1 cells only. Some very low abundance non-specific products were seen in some reactions from the *S.cerevisiae* (miR-N4*, N4 and miR-29*) and –RT cDNA (miR-29*), which is common to all qPCR assays when their preferred template is not present (although in the case of miR-N4 this may be detecting a similar RNA in yeast).

In summary, by using high temperature qRT-PCR with melt curve and gel electrophoresis analysis, we have verified the expression of 5 novel miRNAs in HL-1 cardiomyocytes.

**Additional notes on miRbase 17 and 18 release**

During the preparation and review of this manuscript miRBase versions 17 and 18 were successively released. This added 135 new miRNAs and deleted 20 miRNAs. The relevant deleted miRNAs are referred to in the main text, one of the newly added miRNAs overlapped with our novel miRNA list (miR-5123) and two others overlapped with our novel miR* (miR-184 and miR-1196). Using our genome mapping data we determined if any of the other new miRbase entries were detectable ≥150 tags in our HL-1 dataset, even though they were not detected with our structural criteria for novel miRNAs. We were able to detect 9 new miRNAs at various expression levels (miR-5100, 3198 tags; -1843b, 1105; -5121, 901; -5099, 702; -3096b, 330; -378b, 194; -3968, 182; -5132, 157). Our relatively strict structural criteria would have eliminated 5 of these for lack of appropriate Drosha site structure, long terminal loops and/or low stability of the hairpin. The predicted structures for the remainder of the new miRBase entries were likely different from those deposited in miRBase and thus would also not meet our criteria. Overall, this comparison suggested that our novel miRNA discovery pipeline may have been overly conservative in some respects; nevertheless this tendency would also serve to reduce the false discovery rate.

**Supplementary References**

1. Hofacker IL, Priwitzer B, Stadler PF (2004) Prediction of locally stable RNA secondary structures for genome-wide surveys. Bioinformatics 20: 186-190.

2. Han J, Lee Y, Yeom KH, Nam JW, Heo I, et al. (2006) Molecular basis for the recognition of primary microRNAs by the Drosha-DGCR8 complex. Cell 125: 887-901.

3. Chiang HR, Schoenfeld LW, Ruby JG, Auyeung VC, Spies N, et al. (2010) Mammalian microRNAs: experimental evaluation of novel and previously annotated genes. Genes Dev 24: 992-1009.

4. Kuchen S, Resch W, Yamane A, Kuo N, Li Z, et al. (2010) Regulation of microRNA expression and abundance during lymphopoiesis. Immunity 32: 828-839.

5. Beilharz TH, Humphreys DT, Clancy JL, Thermann R, Martin DI, et al. (2009) microRNA-mediated messenger RNA deadenylation contributes to translational repression in mammalian cells. PLoS One 4: e6783.

6. Wang L, Feng Z, Wang X, Zhang X (2010) DEGseq: an R package for identifying differentially expressed genes from RNA-seq data. Bioinformatics 26: 136-138.

7. Olive V, Jiang I, He L (2010) mir-17-92, a cluster of miRNAs in the midst of the cancer network. Int J Biochem Cell Biol 42: 1348-1354.

8. Hwang HW, Wentzel EA, Mendell JT (2009) Cell-cell contact globally activates microRNA biogenesis. Proc Natl Acad Sci U S A 106: 7016-7021.

9. Kawahara Y, Zinshteyn B, Sethupathy P, Iizasa H, Hatzigeorgiou AG, et al. (2007) Redirection of silencing targets by adenosine-to-inosine editing of miRNAs. Science 315: 1137-1140.

10. Townley-Tilson WH, Callis TE, Wang D (2010) MicroRNAs 1, 133, and 206: critical factors of skeletal and cardiac muscle development, function, and disease. Int J Biochem Cell Biol 42: 1252-1255.

11. Winbanks CE, Wang B, Beyer C, Koh P, White L, et al. (2011) TGF-{beta} Regulates miR-206 and miR-29 to Control Myogenic Differentiation through Regulation of HDAC4. J Biol Chem 286: 13805-13814.

12. Katoh T, Sakaguchi Y, Miyauchi K, Suzuki T, Kashiwabara S, et al. (2009) Selective stabilization of mammalian microRNAs by 3' adenylation mediated by the cytoplasmic poly(A) polymerase GLD-2. Genes Dev 23: 433-438.

13. Jones MR, Quinton LJ, Blahna MT, Neilson JR, Fu S, et al. (2009) Zcchc11-dependent uridylation of microRNA directs cytokine expression. Nat Cell Biol 11: 1157-1163.

14. Starega-Roslan J, Krol J, Koscianska E, Kozlowski P, Szlachcic WJ, et al. (2011) Structural basis of microRNA length variety. Nucleic Acids Res 39: 257-268.

15. Patel N, Tahara SM, Malik P, Kalra VK (2011) Involvement of miR-30c and miR-301a in immediate induction of plasminogen activator inhibitor-1 by placental growth factor in human pulmonary endothelial cells. Biochem J 434: 473-482.

16. Huang ZP, Chen JF, Regan JN, Maguire CT, Tang RH, et al. (2010) Loss of microRNAs in neural crest leads to cardiovascular syndromes resembling human congenital heart defects. Arterioscler Thromb Vasc Biol 30: 2575-2586.

17. Chen C, Ridzon DA, Broomer AJ, Zhou Z, Lee DH, et al. (2005) Real-time quantification of microRNAs by stem-loop RT-PCR. Nucleic Acids Res 33: e179.

18. Clancy JL, Nousch M, Humphreys DT, Westman BJ, Beilharz TH, et al. (2007) Methods to analyze microRNA-mediated control of mRNA translation. Methods Enzymol 431: 83-111.

19. Matkovich SJ, Van Booven DJ, Eschenbacher WH, Dorn GW, 2nd (2011) RISC RNA Sequencing for Context-Specific Identification of In Vivo MicroRNA Targets. Circ Res 108: 18-26

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Table S2 — Probes primers and mimic sequences.

**Table S2.** Probes primers and mimic sequences

|  | Full length RNA sequence | RT primer | Forward primer |
| --- | --- | --- | --- |
| snoRNA-55 | UGACUUAUAUAUCUGUCAAUCCCCUGAGA-GAUCACUGACGACUCCAUGUGUCUGAGCAA | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACTTGCTC | For: CACTGACGACTCCATGTGTC  Common Rev: GTGCAGGGTCCGAGG |
| snoRNA-135 | CUAAAAUAGCUGGAAUUACCGGCAGAUUG-GUAGUGGUGAGCCUAUGGUUUUCUGAAG | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACCTTCAG | TAGTGGTGAGCCTATGGTTTT |
| snoRNA-202 | GCUGUACUGACUUGAUGAAAGUACUUUU-GAACCCUUUUCCAUCUGAUG | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACCATCAG | AGTACTTTTGAACCCTTTTCCA |
| snoRNA-234 | CUUUUGGAACUGAAUCUAAGUGAUUUAA-CAAAAAUUCGUCACUACCACUGAGA | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACTCTCAG | TTAACAAAAATTCGTCACTACCA |
| snoRNA-412 | AUUAGCUGAAUGCUAACCUGAUGCAA-GUUACAAAUUACACUGAGA | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACTCTCAG | CTAACCTGATGCAAGTTACAAATTAC |
| miR-let-7a | UGAGGUAGUAGGUUGUAUAGUU | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACAACTAT | CCGCTGAGGTAGTAGGTTGT |
| miR-133a | UUUUGGUCCCCUUCAACCAGCUG | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACCAGCTG | TGTTTTGGTCCCCTTCAAC |
| miR-542 | CUCGGGGAUCAUCAUGUCACGA | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACTCGTGA | GCTCGGGGATCATCATG |
| miR-374 | AUAUAAUACAACCUGCUAAGUG | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACCACTTA | CGGCGATATAATACAACCTGC |
| miR-133a* | GCUGGUAAAAUGGAACCAAAU | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACATTTGG | CGGCTGGTAAAATGGAA |
| miR-208a | UAUAAGACGAGCAAAAAGCUUGU | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACACAAGC | GGCGTATAAGACGAGCAAAAA |
| miR-208a* | UGAGCUUUUGGCCCGGGUUAUAC | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACGTATAA | TGAGCTTTTGGCCCGGG |
| miR-29a | UAGCACCAUCUGAAAUCGGUUA | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACTAACCG | TGGCTAGCACCATCTGAAAT |
| miR-20a | UAAAGUGCUUAUAGUGCAGGUAG | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACCTACCT | GGCCGTAAAGTGCTTATAGTGC |
| miR-702 | UGCCCACCCUUUACCCCGCUCC | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACGGAGCG | TGCCCACCCTTTACCC |
| miR-187 | UCGUGUCUUGUGUUGCAGCCGG | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACCCGGCT | GGTCGTGTCTTGTGTTGC |
| miR-92a | UAUUGCACUUGUCCCGGCCUGU | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACACAGGC | CGTATTGCACTTGTCCCG |
| miR-7a | UGGAAGACUAGUGAUUUUGUUGUU | GTCGTATCCAGTGCAGGGTCCGAGG-TATTCGCACTGGATACGACAACAACA | GGCCTGGAAGACTAGTGATTT |
| miR-N4 | GGUAGCGUGGCCGAGCGGUCUA | GTCGTATCCAGTGCAGGGTCCGAGGT-  ATTCGCACTGGATACGACTAGACC | GGTAGCGTGGCCGAGC |
| miR-N4* | UCGAAUCCCACCGCUGCCAGGC | GTCGTATCCAGTGCAGGGTCCGAGGT-ATTCGCACTGGATACGACGCCTGG | TCGAATCCCACCGCTG |
| miR-N29 | CGGCGAUGAUGACACUCCAUA | GTCGTATCCAGTGCAGGGTCCGAGGT-ATTCGCACTGGATACGACTATGGA | GCGGCGATGATGACAC |
| miR-N29* | CCGGGUGAUGCGAAUCGUAAUCUG | GTCGTATCCAGTGCAGGGTCCGAGGT-ATTCGCACTGGATACGACCAGATT | CCGGGTGATGCGAATCGT |
| miR-30e-as | UGUAAACAUCCGACUGAAAGCU | GTCGTATCCAGTGCAGGGTCCGAGGT-ATTCGCACTGGATACGACAGCTTTC | TGCCTGTAAACATCCGACT |

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Table S3 — Known miRNA features detected in HL-1 cells.

**Table S3.** Known miRNA features detected in HL-1 cells

| miRNA feature† | Expression threshold | |
| --- | --- | --- |
| None | ≥150  tags/miRNA |
| Mature | 431 | 192 |
| miRNA* | 382 | 119 |
| 5p | 115 | 40 |
| 3p | 107 | 45 |
| Total | 1035 | 403 |

† miRBase v16 lists 672 murine miRNA hairpin entries.

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Table S4 — Most abundant generic miRNA tags in HL-1 cells.

**Table S4.** Most abundant generic miRNA tags in HL-1 cells

| miRNA | Fraction of total (%)† |
| --- | --- |
| miR-145 | 13.01 |
| miR-24‡ | 7.93 |
| miR-1‡ | 6.47 |
| miR-30d | 5.57 |
| miR-301a§ | 3.89 |
| miR-29a | 3.30 |
| miR-30b | 3.04 |
| miR-125b-5p‡ | 2.92 |
| miR-133a‡ | 2.60 |
| miR-99a | 2.34 |
| miR-143 | 2.14 |
| miR-30c‡ | 1.93 |
| miR-21 | 1.78 |
| miR-15b | 1.71 |
| miR-378 | 1.70 |
| miR-23b | 1.51 |
| miR-130a | 1.44 |
| miR-107 | 1.43 |
| miR-30a | 1.26 |
| miR-125a-5p | 1.25 |

† Calculated as a percentage of all miRBase-mapped tags. ‡ Multi-loci miRNAs. § This is the only miRNA hairpin in table *without* known function and/or expression in the heart as defined in and is expressed relatively lowly in the heart biopsy dataset (Supplementary Dataset S2).

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Table S5 — Examples of miRNAs with unexpected strand bias in HL-1 cardiomyocytes that have different strand bias in non-cardiac tissues‡.

**Table S5. Examples of miRNAs with unexpected strand bias in HL-1 cardiomyocytes that have different strand bias in non-cardiac tissues‡**

| miRNA |  | miRNA expression (% of tags)† | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| HL-1 | heart | e7.5‡ | e9.5‡ | e12.5‡ | newborn‡ | brain‡ | testes‡ | ovary‡ |  |
| **Symmetric expression of miR* in HL-1 cells (20-80% of tags) but low in any non-cardiac tissues (<20% of tags)** | | | | | | | | | |  |
| mmu-mir-322*§ | 58.43 | 44.46 | 6.70 | 0.51 | 3.86 | 4.16 | 5.11 | 3.91 | 5.23 |  |
| mmu-mir-22*§ | 57.60 | 37.59 | 0.35 | 0.43 | 0.61 | 0.32 | 1.33 | 0.91 | 0.30 |  |
| mmu-let-7d*§ | 30.51 | 28.28 | 0.07 | 0.10 | 0.06 | 0.37 | 0.24 | 0.92 | 1.21 |  |
| mmu-mir-361*§ | 20.23 | - | 5.64 | 7.37 | 3.32 | 6.90 | 9.48 | 15.87 | 9.92 |  |
| mmu-mir-872* | 57.47 | 49.25 | 13.67 | 8.82 | 13.00 | 10.83 | 15.39 | 7.07 | 19.64 |  |
| mmu-mir-503* | 22.64 | 47.03 | 2.78 | 5.16 | 1.75 | 9.93 | 12.09 | 7.10 | 2.41 |  |
| mmu-mir-425* | 28.34 | 31.89 | 3.55 | 2.55 | 3.27 | 4.64 | 5.79 | 1.55 | 3.93 |  |
| mmu-mir-7a-1* | 37.02 | 77.57 | 3.57 | 4.36 | 3.50 | 4.99 | 7.30 | 13.29 | 9.72 |  |
| mmu-mir-33* | 33.74 | 92.55 | 0.37 | 0.19 | 0.59 | 0.33 | 0.15 | - | - |  |
| mmu-mir-96* | 40.59 | - | 0.24 | 0.05 | 0.06 | 0.02 | - | - | - |  |
| mmu-mir-190* | 25.41 | 23.04 | - | - | 0.74 | 0.18 | 2.67 | - | - |  |
| mmu-mir-32* | 24.99 | 18.52 | 4.48 | 2.21 | 1.73 | 2.85 | 1.44 | 3.64 | - |  |
| mmu-mir-196b* | 49.46 | 66.67 | 1.23 | 0.74 | 0.91 | 0.66 | - | - | 2.57 |  |
| mmu-mir-9-1* | 25.63 | 9.05 | 6.38 | 2.17 | 10.81 | 2.97 | 5.45 | 3.45 | - |  |
| **Biased expression of 5p/3p miRNAs in HL-1 cells (>80% tags on one arm) but symmetric in all non-cardiac tissues (20-80% of tags per arm)** | | | | | | | | | |  |
| mmu-mir-151-5p§ | 87.14 | 84.12 | 27.71 | 56.62 | 30.25 | 48.58 | 33.35 | 26.40 | 40.78 |  |
| mmu-mir-423-3p§ | 93.42 | - | 38.53 | 52.4 | 26.96 | 46.86 | 56.12 | 60.51 | 34.89 |  |
| mmu-mir-3061-3p | 80.03 | 86.67 | 50.00 | 71.43 | 56.52 | 61.90 | 58.14 | - | - |  |
| mmu-mir-666-3p | 81.82 | 92.59 | 26.92 | 36.76 | 24.93 | 37.27 | 33.68 | 28.57 | 33.33 |  |
| mmu-mir-409-3p | 81.28 | 87.14 | 63.79 | 67.01 | 70.17 | 47.27 | 29.38 | 75.00 | 50.00 |  |
| **miR* displaying marked strand reversal in HL-1 cells (>80% of tags) but symmetric expression (20-80% of tags) or canonical expression (<20% of tags) in all non-cardiac tissues** | | | | | | | | | |  |
| mmu-mir-140*§ | 92.91 | 94.08 | 70.35 | 64.00 | 60.53 | 65.50 | 58.85 | 52.29 | 74.26 |  |
| mmu-mir-674* | 91.58 | 80.65 | 39.40 | 18.24 | 47.38 | 23.66 | 70.46 | 56.52 | 48.24 |  |
| mmu-mir-877* | 92.03 | 93.60 | 42.86 | 26.40 | 31.25 | 41.54 | 37.69 | 0.00 | 25.00 |  |
| mmu-mir-211*§ | 99.29 |  | 66.67 | - | 7.69 | 4.17 | - | - | - |  |
| mmu-mir-330*§ | 89.10 | 90.91 | 35.38 | 51.89 | 30.00 | 52.43 | 51.63 | 66.67 | 62.26 |  |
| mmu-mir-879* | 83.19 | - | 25.00 | - | 29.41 | 22.75 | 7.69 | - | - |  |
| mmu-mir-3074-1* | 89.12 | - | 0.20 | 0.03 | 0.52 | 0.07 | 0.24 | 0.33 | 0.04 |  |

† Calculated as a percentage of all miRBase-mapped tags. Heart is the left ventricle dataset “-“ represents <10 tags. ‡ Calculated from data sets described in . Only miRNAs were there was detectable expression in at least 3 tissues are included. § (pre-)miRNA with known function and/or expression in the heart as defined by .

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Table S6 — Gene function analysis of the predicted targets of miRNAs with abundant miR* or biased miRNA-5p and -3p (>80% tags).

**Table S6**. Gene function analysis of the predicted targets of miRNAs with abundant miR* or biased miRNA-5p and -3p (>80% tags).

| miRNA and  Gene Function † | Targets/Total‡ mature or 5p only | Targets/Total Common targets | | Targets/Total miR* or 3p only | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| miR-211  Gene expression  Cardiovascular disease  Cardiovascular development and function | **58/322**  60/322  **28/322** | 1/11  2/11  1/11 | | miR* BIAS  **15/72**  **26/72**  **12/72** | | | |
|  |  |  | |  | | | |
| miR-140 |  |  | | miR* BIAS | | | |
|  |  |  | | miRBase | | | isomiR |
| Organ development  Cellular development | **25/127**  44/127 | <10 | | **28/128** | | | 29/190 |
| **42/128** | | | 45/190 |
|  |  |  | |  | | | |
| miR-330 |  |  | | miR* BIAS | | | |
|  |  | miRBase | isomiR | miRBase | isomiR | | |
| Gene expression | 45/141 | 5/16 | <10 | **88/354** | **107/401** | | |
| Tissue development | 14/141 | 3/16 |  | **77/354** | **92/401** | | |
|  |  |  | |  | | | |
| miR-877 |  |  | | miR* BIAS | | | |
| Cardiovascular disease  Gene expression | 1/33  9/33 | <10 | | miRBase | | isomiR | |
| 26/77 | | 30/155 | |
| 29/77 | | 29/115 | |
| miR-450b |  |  | | miRNA-3p bias | | | |
| Cardiovascular disease | **66/209** | <10 | | 32/101 | | | |
| Embryonic development | **33/209** |  | | **21/101** | | | |
| Tissue development | **39/209** |  | | **20/101** | | | |
|  |  |  | |  | | | |
| miR-22 |  |  | | miR* bias | | | |
| Cardiovascular system and function | 29/209 | <10 | | **17/146** | | | |
| Cardiovascular disease | **60/209** |  | | **42/146** | | | |
| Gene expression | **62/209** |  | | **54/146** | | | |
|  |  |  | |  | | | |
| miR-322 |  |  | | miR* bias | | | |
| Organ development | **80/646** | 1/34 | | **31/201** | | | |
| Gene expression | **153/646** | 11/34 | | **44/201** | | | |
|  |  |  | |  | | | |

† Definition of gene function by IngenuityTM.

‡ Data shows number of target genes predicted by Targetscan with stated gene function/number of targets with any defined gene function. Bold denotes significant enrichment (p<0.01) of genes defined for said function, where grey denotes significant enrichment (0.01<p<0.05; Benjamini-Hochbergmultiple testing correction method). Where a major 5’ isomiR exists data for the “miRBase” annotated and 5’ “isomiR” are shown separately.

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Table S7 — miRNAs with a high proportion of 5′ isomiRs in HL-1 cardiomyocytes (>20% of tags), which have low or variable 5′ isomiR levels in non-cardiac tissues ‡.

**Table S7. miRNAs with a high proportion of 5’ isomiRs in HL-1 cardiomyocytes (>20% of tags), which have low or variable 5’ isomiR levels in non-cardiac tissues ‡**

| miRNA |  | 5’ IsomiR expression (% of tags)† | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| HL-1 | heart | e7.5‡ | e9.5‡ | e12.5‡ | newborn‡ | brain‡ | testes‡ | ovary‡ |  |
| **Variable 5’ isomiR expression in non-cardiac tissues (≤20% of tags for at least one tissue)** | | | | | | | | | |  |
| mmu-mir-133b§ | 39.27 | 47.76 | 18.52 | - | 8.21 | 6.35 | 4.55 | 11.54 | 50.00 |  |
| mmu-mir-101b§ | 79.88 | 80.94 | 36.65 | 46.96 | 46.08 | 56.22 | 30.37 | 25.48 | 18.32 |  |
| mmu-mir-877* | 45.93 | - | - | 6.06 | - | 25.93 | 12.24 | - | - |  |
| mmu-mir-3096-5p | 70.72 | - | 5.00 | - | - | 30.00 | 56.25 | - | - |  |
| mmu-mir-1937b-1|| | 59.35 | 43.55 | 93.94 | - | 65.79 | 19.23 | 82.16 | 31.82 | 100.00 |  |
| mmu-mir-1983 | 87.97 | 17.55 | 19.75 | 42.86 | 14.91 | 40.46 | 9.36 | - | - |  |
| mmu-mir-450a-1* | 25.85 | - | 14.29 | 11.76 | 25.00 | 47.69 | - | - | - |  |
| mmu-mir-1944 | 72.16 | 18.80 | 11.56 | 20.18 | 12.50 | 32.32 | 7.47 | 29.17 | - |  |
| mmu-mir-1957 | 87.59 | 59.26 | 55.56 | 27.27 | 9.52 | 42.19 | - | - | - |  |
| mmu-mir-21*§ | 34.15 | - | 17.08 | 9.68 | 24.57 | 9.48 | 18.43 | 17.14 | 17.39 |  |
| mmu-mir-483§ | 93.67 | 16.67 | - | 52.63 | 34.78 | 61.49 | 3.13 | - | - |  |
| mmu-mir-339-3p | 26.06 | 50.00 | 35.20 | 4.30 | 34.15 | 13.72 | 57.79 | 32.00 | 38.46 |  |
| mmu-mir-222*§ | 80.60 | 20.00 | 76.19 | 93.02 | - | 90.00 | 12.77 | - | - |  |
| mmu-mir-670* | 80.96 | - | - | - | 28.00 | 4.60 | 2.13 | - | - |  |
| mmu-mir-199b§ | 30.32 | 59.46 | 11.06 | 35.71 | 56.23 | 24.10 | 18.34 | 30.23 | 7.58 |  |
| mmu-mir-677 | 67.86 | 35.29 | 64.29 | - | 23.53 | 16.67 | 20.00 | - | 0.00 |  |
| mmu-mir-34a* | 24.54 | 12.54 | 28.33 | - | 42.86 | 8.70 | 16.24 | 20.00 | - |  |
| mmu-mir-720 | 30.48 | 24.84 | 14.95 | 14.33 | 21.83 | 12.92 | 23.55 | 24.23 | 13.79 |  |
| mmu-mir-497*§ | 77.54 | - | 52.29 | 56.21 | 20.00 | 47.20 | 41.30 | - | 72.73 |  |
| mmu-mir-192 | 21.88 | 6.13 | 26.01 | 20.08 | 23.77 | 16.78 | 12.69 | 20.93 | 21.05 |  |
| mmu-mir-107*§ | 24.88 | - | - | 14.29 | - | 31.79 | 46.43 | - | - |  |
| mmu-mir-7a-1* | 20.03 | - | 11.36 | 14.29 | 9.95 | 55.00 | 8.81 | - | - |  |
| mmu-mir-342-5p§ | 38.72 | 85.00 | 15.56 | 25.89 | 18.14 | 15.87 | 24.24 | 18.18 | - |  |
| mmu-mir-125b-1*§ | 20.89 | - | 24.68 | - | 18.14 | 41.19 | 12.70 | - | 14.00 |  |
| mmu-mir-16-1*§ | 20.07 | 24.39 | 18.09 | 48.21 | 10.79 | 47.04 | 19.32 | - | - |  |
| mmu-mir-331-5p | 27.33 | 24.00 | 20.37 | 50.00 | 18.18 | 30.83 | 38.16 | - | - |  |
| mmu-mir-760-3p | 26.10 | 6.67 | - | - | 3.39 | 22.81 | 23.57 | - | - |  |
| mmu-mir-741 | 38.46 | - | - | 21.43 | - | 18.92 | - | 27.90 | - |  |
| **Low 5’ isomiR expression in all non-cardiac tissues (≤20% of tags)** | | | | | | | | | |  |
|  |  |  |  |  |  |  |  |  |  |  |
| mmu-mir-664* | 31.50 | 41.67 | 13.72 | 1.85 | - | 3.65 | 16.43 | - | - |  |
| mmu-mir-342-3p§ | 20.09 | 17.77 | 7.22 | 5.44 | 9.91 | 5.35 | 7.86 | 6.87 | - |  |
| mmu-mir-423-3p§ | 23.12 | 12.47 | 14.59 | 0.87 | 16.08 | 7.42 | 11.35 | - | 11.87 |  |
| mmu-mir-31*§ | 24.59 | 13.70 | - | 19.56 | - | 15.53 | 5.17 | - | - |  |
| mmu-mir-199a-1*§ | 30.32 | 12.55 | 13.71 | 17.58 | 11.08 | 18.17 | 16.66 | 6.30 | 10.88 |  |

† Calculated as a percentage of all miRBase-mapped tags. Heart is the left ventricle dataset. “-“ represents <10 tags ‡ Calculated from data sets described in . Only miRNAs were there was detectable expression in at least 3 tissues are included. § (pre-)miRNA with known function and/or expression in the heart as defined by . || miRBase v16 annotated miRNAs removed from miRBase v17.

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Table S8 — Gene function analysis of the predicted targets of 5′ isomiR variants.

**Table S8.** Gene function analysis of the predicted targets of 5’ isomiR variants

| miRNA and  Gene Function † | Targets/Total ‡ Canonical only | Targets/Total Common | Targets/Total IsomiR only |
| --- | --- | --- | --- |
| miR-133a |  |  |  |
| Cardiovascular disease | **60/155** | 7/88 | 45/152 |
| miR-133a*  Cardiovascular disease | 1/58 | 1/21 | **68/189** |
|  |  |  |  |
| miR-100* |  |  |  |
| Cardiovascular development and function | **14/113** | 0/11 | 8/65 |
| Organ development | **24/113** | 2/11 | 14/65 |
| miR-140* |  |  |  |
| Cardiovascular development and function | 19/134 | 4/28 | **26/196** |
| Organ development | **31/134** | 9/28 | **32/196** |
| Cellular development  Gene expression | **45/134**  **43/134** | 9/28  10/28 | **37/196**  5/196 |
|  |  |  |  |
| Let-7g* |  |  |  |
| Gene expression | **110/371** | 34/125 | **78/276** |
| Cardiovascular disease  Cardiovascular development and function | **106/371**  **43/371** | 37/125  7/125 | 71/276  5/276 |
|  |  |  |  |
| miR-222  Cardiovascular disease  Tissue development | 20/56  11/56 | **31/97**  18/97 | 5/77  16/77 |
|  |  |  |  |
| miR-1957  Tissue development  Cell-cell signalling and adhesion | 18/80  15/80 | 1/3  0/3 | **44/162**  **36/162** |
|  |  |  |  |
| miR-101a  Cardiovascular disease  Tissue development  Gene expression | **88/296**  39/296  65/296 | 53/185  **46/185**  **53/185** | 29/88  **23/88**  **31/88** |

† Definition of gene function by IngenuityTM.

‡ Data shows number of target genes predicted by Targetscan with stated gene function/number of targets with any defined gene function. Bold denotes significant enrichment (p<0.01) of genes defined for said function, where grey denotes significant enrichment (0.01<p<0.05; Benjamini-Hochbergmultiple testing correction method).

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Table S9 — miRNAs with internal sequence changes.

**Table S9.** miRNAs with internal sequence changes.

| miRNA | Base Change† | % of tags | Counts | Seed region affected and other comments‡ |
| --- | --- | --- | --- | --- |
| mir-130a | GA | 25.99 | 150641 | No |
| mir-125b-1 | TA | 10.57 | 126149 | No |
| miR-29a | GA | 6.72 | 90300 | No |
| mir-125b-1 | TC | 6.88 | 82079 | No |
| mir-206 | GA | 66.54 | 40500 | No |
| miR-322 | TA | 10.07 | 18184 | No |
| mir-1939 | TG | 41.35 | 13327 | No – removed from miRBase v17 |
| miR-133a-1 | CT | 12.46 | 12995 | No |
| mmu-mir-1274a | AI | 48.06 | 12951 | No – extreme isomiR - removed from miRBase v17 |
| miR-125a | CT | 10.66 | 11114 | No |
| miR-29c | GA | 7.81 | 10399 | No |
| miR-532 | GA | 12.70 | 7299 | No |
| miR-320 | GA | 7.75 | 3897 | No |
| mir-450a-1 | TC | 11.02 | 3655 | No |
| miR-15b* | GA | 6.22 | 2607 | No |
| miR-720 | CA | 13.71 | 2094 | No |
| miR-93* | TA | 7.82 | 1693 | No |
| miR-362* | GA | 5.14 | 1523 | No |
| miR-222 | GA | 13.36 | 1510 | No |
| miR-421 | GA | 18.53 | 1504 | No |
| miR-1-1* | GA | 5.14 | 1202 | No |
| miR-138-1 | GA | 8.85 | 1052 | No |
| miR-1196 | GA | 5.42 | 1014 | No |
| miR-324* | GA | 8.39 | 740 | No |
| mir-181d | TC | 31.01 | 662 | No |
| miR-1937c | AC | 26.42 | 575 | No – removed from miRBase v17 |
| miR-28* | GA | 9.95 | 525 | No |
| mmu-mir-1983 | GT | 9.74 | 490 | No - extreme isomiR |
| miR-195* | GA | 5.65 | 294 | No |
| miR-106a | AT | 7.96 | 281 | No |
| miR-130b | GA | 10.42 | 248 | No |
| miR-99a* | GA | 10.03 | 219 | No |
| mmu-mir-344g | TA | 41.55 | 150 | No- extreme isomiR |

† Exact positions are shown in Supplementary data sets S1 and S2 .

‡ Extreme isomiRs as described in Table 3.

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Table S10 — miRNAs with >20% tags longer than 24 nt.

**Table S10.** miRNAs with >20% tags longer than 24nt.

| miRNA | % miRNA>24nt | Counts > 24nt |
| --- | --- | --- |
| mmu-mir-301a | 61.85 | 977581 |
| mmu-mir-351 | 67.6 | 140599 |
| mmu-mir-30e | 26.79 | 130725 |
| mmu-mir-182 | 55.15 | 117928 |
| mmu-mir-181a-1 | 46.95 | 92030 |
| mmu-mir-3102 | 46.02 | 70848 |
| mmu-mir-181b-1 | 36.02 | 46294 |
| mmu-mir-342* | 27.86 | 21643 |
| mmu-mir-301b | 59.35 | 19859 |
| mmu-mir-362 | 39.17 | 13584 |
| mmu-mir-702 | 69.27 | 9421 |
| mmu-mir-501 | 40.13 | 8790 |
| mmu-mir-671 | 66.88 | 6150 |
| mmu-mir-99b* | 26.44 | 5724 |
| mmu-mir-361* | 22.69 | 4340 |
| mmu-mir-29a* | 53.97 | 3979 |
| mmu-mir-222 | 34.06 | 3850 |
| mmu-mir-3068 | 49.01 | 2801 |
| mmu-mir-3096 | 50.58 | 2683 |
| mmu-mir-1944 | 73.04 | 2238 |
| mmu-miR-330* | 34.29 | 2155 |
| mmu-mir-342 | 67 | 1892 |
| mmu-mir-181d | 78.41 | 1674 |
| mmu-mir-27b* | 33.51 | 1217 |
| mmu-mir-500* | 43.54 | 687 |
| mmu-mir-877 | 21.77 | 459 |
| mmu-mir-212 | 30.22 | 366 |
| mmu-mir-330 | 20.95 | 141 |

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Table S11 — Extreme isomiRs of known miRNAs.

**Table S11.** Extreme isomiRs of known miRNAs.

† Percentage contribution of e-isomiR to total tags mapped to the hairpin. ‡ REMOVED means that there was not sufficient evidence that the observed tags represented a *bona fide* miRNA (reason for removal given in comments).

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Dataset S1 — Alignment of tags derived from HL-1 cardiomyocytes with miRNA hairpins as listed in miRBase version 16. (HTML)

  
  
Humphreys et al
  
  
Dataset S1: Alignment of tags# derived from HL-1 cardiomyocytes with miRNA hairpins as listed in miRBase version 16  
  
# Underlined bases denote a base change. The miR\* sequence is the miRBase annotated miR\* or the position of a putative generic miR\* where one is not annotated in miRBase. Coloured bases at the 3� end denote different observed 3� end positions and tag count of these variants is shown in same colour to the right. miRBase listed secondary structure of miRNA hairpins is also shown.
  
  

  
  
If this is the only text that loads, enable javascript in your browser.

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Dataset S2 — Alignment of tags derived from murine cardiac left ventricle with miRNA hairpins as listed in miRBase version 16. (HTML)

  
  
Humphreys et al
  
Dataset S2: Alignment of tags# derived from murine cardiac left ventricle with miRNA hairpins as listed in miRBase version 16  
  
# Underlined bases denote a base change. The miR\* sequence is the miRBase annotated miR\* or the position of a putative generic miR\* where one is not annotated in miRBase. Coloured bases at the 3� end denote different observed 3� end positions and tag count of these variants is shown in same colour to the right. miRBase listed secondary structure of miRNA hairpins is also shown.
  
  

  
  
If this is the only text that loads, enable javascript in your browser.
  
  
Back to main menu

# Supplementary material for: Complexity of Murine Cardiomyocyte miRNA Biogenesis, Sequence Variant Expression and Function
**Source:** PLoS One. 2012 Feb 3;7(2):e30933. doi: 10.1371/journal.pone.0030933
**Supplement:** Dataset S3 — Novel miRNAs identified in HL-1 cardiomyocytes. (HTML)

  
  
Humphreys et al  
Dataset S3 Novel miRNAs identified in HL-1 cardiomyocytes.
  
  
#Position of predicted miRNA precursor \* GO terms derived from Ingenuity gene function analysis. Bold denotes novel miRNAs with a detectable miR\*.
  
  

  
  
If this is the only text that loads, enable javascript in your browser.

How the deposited data were processed for this re-analysis (not part of the article)

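Small RNA of HL-1 cells was sequenced in 7 libraries, 2 at day 1, 1 at day 2, 2 at day 3 and 2 at day 4 of culture. The authors enriched small RNA by electrophoresis, prepared libraries with the SOLiD Small RNA Expression Kit, mapped the tags with the SOLiD Small RNA Pipeline to the hairpins of miRBase and the mouse genome (mm9), and deposited for each library a list of distinct tag sequences on miRNA hairpins, each with its raw count. The deposited counts are whole numbers that were not normalized. The heart biopsy, other tissues, genome-mapped tags, target predictions, reporter assays, quantitative PCR and predicted structures of the paper are not analysed here.

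Each tag was placed on the hairpins with at most 2 mismatches and a length of at least 16 nt, and up to 4 bases past a hairpin end were accepted. Hairpin sequences and loci came from the GENCODE transcripts of GRCm38, and a hairpin of Table S1 was matched to a transcript for 550 of 572 hairpins. The other 22 hairpins held 137347 tags of that table. A further 64 copies of matched hairpins took 359129 tags. Lines without a sequence (101 lines, 293 tags) were left out. Of 3000 simulated tags 100% were placed on their hairpin, and of 2000 random sequences 0 were placed. Copies of a miRNA were counted under the lowest copy number, as in Text S1. A tag that fell equally well on several miRNAs was divided equally among them, whereas Text S1 counts it once for each matching entry. An uncalled base at the end of a tag was not counted as a change.

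Annotated starts and ends of miRNAs were taken from the counts and shares in Table S1, by searching for the positions that give them. Among 384 miRNAs with at least 150 tags there, the start was recovered for 367 and the end for 361, and on 370 simulated miRNAs the start was found for 98.4% and both for 95.9%. For the remaining miRNAs the positions used may differ from the annotation. This can move their isomiR shares and the counts of miRNAs past a limit. For miR-206 the end used was that of its 20-nt tags, while the paper lists it with over 80% of tags as 3′ isomiRs. For 13 miRNAs the arm was taken from the position on the hairpin in place of the label. The ends were found from the 3′ shares in the day 1 library of time course 1, the library that gave the closest match. The shares of 5′ and 3′ isomiRs given here are therefore not independent of the paper. A generic tag starts within 3 nt of an annotated start, a 5′ isomiR starts elsewhere in that window, and a 3′ isomiR ends off the annotated end. The merged set is the sum of the 7 libraries, and errors are standard deviations over libraries. Intervals are Wilson intervals at 95% and, like limits for a count of 0, cover counting error only.

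miRNA abundance was compared between days with edgeR 4.0.16, by its quasi-likelihood test after TMM normalization and filterByExpr, with day as a factor over all 7 libraries (3 residual degrees of freedom, biological coefficient of variation 0.376). The single library of day 2 is assumed to vary like the others. TMM factors are relative to the count of generic tags. Adjusted p values are Benjamini-Hochberg values, and the threshold was 0.05. Replicate numbers stand for independent repeats of the time course, and the residuals of libraries with the same number were correlated across miRNAs (r = 0.455 for days 1 and 3, 0.456 for days 1 and 4 and 0.359 for days 3 and 4, over 519 miRNAs), so a fit with the time course as a block was run as well. In simulated data edgeR made 2 calls among 319 unchanged miRNAs beside the recovered ones, and 0 calls where nothing changed. Lists of miRNAs were tested with camera (preset correlation 0.01, and an estimated correlation) and fry on voom values with limma 3.58.1. The lists were muscle miRNAs, the miR-17-92 cluster with its paralogues, the let-7, miR-30, miR-29, miR-15/16, miR-181 and miR-34 families, the miR-23/24/27 and miR-143 clusters, miR-210, the Dlk1-Dio3 cluster, the X-linked testis cluster, the cardiac set of the paper, and miRNAs enriched in fibroblasts, endothelium, blood cells, epithelium, neurons, hepatocytes and embryonic stem cells. A list of entries that the paper gives as removed from miRBase or like tRNA had 0 tested miRNAs and is not analysed here. Shares of isomiRs, long tags and arms were compared with limma on log2 odds (pseudocount 0.5) for miRNAs with at least 50 tags in every library and 10 tags of each outcome. In simulated shares of 288 miRNAs, 57 of 57 shifts of 2 log2 odds were recovered with 7 false calls. This recovery does not carry over to the real shares. The arm shares of mir-211 and mir-3057 differed by 2.48 and -2.53 log2 odds between day 1 and day 4, with limma's adjusted p = 0.201 each. Differences within libraries were tested by exact two-sided sign-flip permutation over 7 libraries, which takes them as independent although they come from 2 time courses, and first nucleotides by Fisher's exact test. DESeq2 1.42.0, R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.

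The samples, the lists, the comparisons, the rule for naming miRNAs and the main alternatives were set before the data were examined. Those alternatives were other normalizations, filters and tag minimums, DESeq2, the time course as a block, days 1 and 4 only, day as a number, equal weight of libraries, tags without a base change, a window of 1 nt, other class limits, both arms of the miR-208 hairpins, and leaving out each library. Other treatments of shared tags, positions relative to the most abundant start and end, and the comparison of the time courses were added later. The rule named the miRNAs that the paper names for the same measure, the 20 with the most tags, the members of each list with the most tags, and up to 10 miRNAs past the threshold in each direction. The values in the tables of the paper had been seen when it was written. Minor let-7 strands, miR-210*, miR-208a-5p, miR-194-1 and miR-337-5p were named after their values were seen. With 2 libraries at a day, or 1 at day 2, other splits of the libraries were not counted.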

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

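All tests of explanations in this part were chosen only after the result was seen. A library was taken as far from the others by Dixon's criterion at 95% (the gap to the nearest library against the range of the 7), which chance alone does in about 1 of 20 groups. Of 77 values tested this way, 7 had such a library. The day 1 library of time course 1 stood apart in 4. Its -1 start share was 75.7% for miR-133a* (81.7% to 85.7% in the others), 81.0% for miR-101a (87.0% to 90.7%) and 30.6% for miR-222* (19.1% to 22.9%). Its share of miR-17-92 tags, the cluster with its paralogues, was 5.08% (3.05% to 3.78%). The day 3 library of time course 1 had internal A-to-G changes in 0.551% of generic tags (0.350% to 0.433%) and G-to-A changes in 2.31% (1.38% to 1.75%). The day 2 library had 0.00726% of tags from the haematopoietic list (0.00469% to 0.00574%).

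In abundant miRNAs, further internal changes that are not entries of Table S9 were found in at least 5% of tags. G-to-A changes were present in 9.29% of miR-361 tags, 8.41% of miR-221, 8.21% of miR-500, 7.85% of miR-186, 6.85% of miR-324-5p, 6.17% of miR-210 and 5.09% of miR-99b* tags. T-to-C changes were present in 6.92% of miR-322, 5.86% of miR-504 and 5.08% of miR-16-1 tags, and T-to-A changes in 6.73% of miR-15a and 5.26% of miR-497 tags.

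Single changes lay 2 to 5 nt before the last base in nearly all tags that carry them. A change fixed at a position of the RNA would stay in place when the tag ends 1 nt later, but it moved by a median of 0.924 nt (171 miRNAs, quartiles 0.754 and 1.14). An error at a fixed cycle of the read would stay in place when the tag starts 1 nt earlier, but the change moved by 1.06 nt (57 miRNAs). In 586 of 831 pairs of tag lengths (70.5%) the change moved with the 3′ end by more than 0.5 nt, which comes from the same tags as the first test and is no separate evidence. A step tied to the 3′ end of the tag is thus a candidate explanation that stays open, as does which step it is, adapter ligation, sequencing or the removal of adapter bases by the authors.

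The G-to-A change of miR-206 was found in most of its 20-nt tags. A base variant of miR-206 would be alike at each length, but the change was present in 5.03% of 22-nt tags. The changed tag fits miR-1 as well, yet as a change of miR-1 it made up 17.3% of its 20-nt tags, above the 3.12% of any other single change of miR-1 at 20 to 23 nt, so the usual rate of changes in miR-1 falls short. Per 100 unchanged 20-nt miR-1 tags there were 33.9 ± 8.09 (SD, n = 3) changed tags in time course 1 and 12.4 ± 3.60 (SD, n = 4) in time course 2, and the courses did not overlap (two-sided exact permutation test, p = 0.0286, the smallest p that these libraries allow). The change may thus depend on library preparation or on the cells of each time course, which cannot be separated here.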

How the results depend on the processing

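Positions relative to the most abundant start and end, and other treatments of shared tags, were chosen only after the result was seen; the other alternatives here were planned. From day 1 to day 4, edgeR called 0 miRNAs; the count was 15 with DESeq2, 9 without a filter, 9 with the time course as a block and 1 with day as a number. From day 1 to day 3 it was 0, and 5 with the block, 6 without a filter, and 0 to 1 when a library was left out (1 without day 3 of time course 2). The 2-fold rule retained 6 miRNAs, all lower, and 16 at 150 tags (2 higher, 14 lower), 56 with no minimum (14 higher, 42 lower), 14 at 1.5-fold (3 higher, 11 lower) and 1 with TMM. The lowest rho between libraries was 0.951, and 0.911 with no minimum and 0.938 at 1000 tags. Lists called by camera numbered 1, and 0 with an estimated correlation, 3 with the block and 2 with days 1 and 4 only. The single called share (long tags of miR-99a*) was 0 calls at 200 tags per library, a minimum that removes miR-99a* from the test, and 0 to 1 when a library was left out (0 without day 1 of time course 2 or either day 4 library). The 5′ isomiR share of 5.09% was 4.63% with a start within 1 nt and 4.02% relative to the most abundant start, and the 3′ isomiR share of 54.4% was 46.0% relative to the most abundant end. Major minus minor 5′ arm strands with first cytidine came to -5.93 points, and 5.83 points at 1000 tags, neither past the test. The cause was not tested, apart from fewer miRNAs at a higher minimum and more at a lower one. Of 914 values under alternatives, 117 of the main results were the same and 23 moved. Of the other results 729 were the same, 30 moved, 10 came past the threshold, 4 lost it and 1 reversed; leaving out a library gave 408 the same, 2 moved and 3 lost. Depth limits what can be said of miR-208b (132 tags), miR-499 (271) and miR-222* (469).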

Differences from the paper's values

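No test in this part was chosen after the result was seen. The -1 start of miR-222* made up 22.6% of its tags, while the paper's value is 81%. The alternatives set before the data were examined that can move this share (equal library weight, tags without a base change, a start within 1 nt, and leaving out each library) differ from the paper's value too, the nearest being 52.7% with a start within 1 nt. The tag minimums of 25 and 1000 cannot move it and give 22.6% as well. All 5′ isomiRs of miR-222* together made up 80.6%, which is also the paper's value for them in its Table S1.

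miRNAs with over 20% of tags longer than 24 nt numbered 44, while the paper's value is 28. A minimum of 1000 tags gave 29, although the paper's list includes miR-330, which had 808 tags here. The count of 29 lay within the margin, a ratio of at most 1.5 to the paper's value. So did leaving out either day 1 library (42 and 40), the day 2 library (42), or day 3 or day 4 of time course 2 (40 and 41). Equal library weight (44), 25 tags (57), tags without a base change (46) and leaving out day 3 or day 4 of time course 1 (43 each) did not.

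miRNAs with an internal change in at least 5% of tags numbered 82, while the paper's value is 32. No alternative set before the data were examined came within the margin, neither 1000 tags (56) nor leaving out each library (75 to 90). Each entry of Table S9 has at least 150 changed tags, while pairs counted here go down to 9 (miR-701). A minimum for changed tags was not tried. Changes at the last base made up 0.0163% of generic tags, while the paper's value for non-templated additions is 2.5%. With 1000 tags the share was 0.0163% and without a library 0.0153% to 0.0169%, so all of these differ as well.

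In Table S9 the paper's value for the C-to-T change of miR-133a is 12.46% and the value here 1.44%, with 12995 changed tags in both, so that the totals they are divided by differ. For the C-to-T change of miR-125a-5p the paper's value is 10.66% and the value here 2.18%, with 11114 changed tags in the paper's table and 11182 here. For the T-to-C change of miR-181d the paper's value is 31.01% and the value here 19.3%, where 87.3% of the changed tags are shared and were divided (353.5 tags here, 662 in the paper's table). For the G-to-T change of miR-1983 the paper's value is 9.74% and the value here 0%, but the paper marks this entry as an extreme isomiR and the value here covers generic tags alone, so the sets are not the same. No alternative was run for these 4 values. Of the 27 entries of that table that could be compared, the number of changed tags was within 1% for 21.

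The paper scores miR-187, miR-92a, miR-20a, miR-99b*, miR-128-1, miR-504, miR-211*, miR-1196 and miR-702 as lower at day 4. With the minimum of 1000 tags asked of every library, 6 of these were lower here by its 2-fold rule. miR-211* missed that minimum with 942 tags in its lowest library and passed with 150 tags. The minimum was not applied to the libraries of day 1 and day 4 alone, so whether miR-211* meets the paper's rule was not tested. edgeR's test called none of the 7 that could be compared; miR-211* was called by DESeq2, by edgeR with the time course as a block and by edgeR without a filter, and each of the 7 had a negative log2 fold change in 16 of 16 settings. miR-1196 and miR-702 could not be compared. The paper counts miR-374 and miR-208a-5p among its apparently unregulated miRNAs. Over library totals the log2 ratio of day 4 to day 1 for miR-374 was 3.48 in time course 1 and 2.01 in time course 2. For miR-208a-5p it was 0.65 and 1.78. edgeR's main test called neither, DESeq2 called both, and edgeR with the time course as a block called miR-374. The paper finds a single miRNA with an A-to-G change, miR-1274a, which is not analysed here; 5 others passed the same thresholds, and 1 passed with 1000 tags.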

Other observations

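The comparison of the time courses, the naming of miRNAs in it and all tests of Table S1 below were chosen only after the result was seen. The independent repeats of the time course differed in 20 of 519 miRNAs by edgeR, fitted with day and time course (4 against 3 libraries). Of the 20, 13 were higher and 7 lower in time course 2. miR-31 had a log2 difference of -4.21 (adjusted p = 0.000368) and its miR* -3.50 (adjusted p = 0.000368). miR-210, which is induced by hypoxia and abundant here with 365815 tags, had -1.55 (adjusted p = 0.00354), miR-652 -2.22 (adjusted p = 0.00488) and let-7e -1.03 (adjusted p = 0.0488). miR-149 had 2.62 (adjusted p = 0.0025), both strands of miR-340 had 2.15 and 1.68 (adjusted p = 0.00488 each), and miR-30d, among the most abundant miRNAs, had 0.65 (adjusted p = 0.0495). Of the 25 tested members of the X-linked testis cluster 4 were among those higher, miR-743a (1.40), miR-742 (1.54), miR-880 (1.34) and miR-878-3p (1.26), and the list was not tested as a group. Whether cells, culture or library preparation differed between the repeats was not tested.

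Between day 1 and day 4 no other list was called by camera at the preset correlation, and positive medians under 0.18 turn negative with total counts in place of TMM. The muscle list (13 miRNAs) had a median log2 fold change of 0.29 (adjusted p = 0.281), the miR-30 family 0.26 (adjusted p = 0.300), the miR-29 family 0.41 (adjusted p = 0.193) and the miR-15/16 family 0.07 (adjusted p = 0.293). The miR-23/24/27 clusters had 0.18 (adjusted p = 0.485), the miR-143 cluster 0.16 (adjusted p = 0.535), the miR-181 family -0.01 (adjusted p = 0.936), the miR-34 family -0.19 (adjusted p = 0.711) and the cardiac set 0.03 (adjusted p = 0.57). Among markers of other cells, the endothelial miR-126 pair had 0.80 (adjusted p = 0.117), the epithelial list 0.33 (adjusted p = 0.117) and the neuronal list 0.08 (adjusted p = 0.773). The fibroblast list had -0.54 with a mean of 0.38 (adjusted p = 0.718), the haematopoietic list -0.05 with a mean of 0.18 (adjusted p = 0.769), the stem cell pair 0.68 (adjusted p = 0.936) and the testis cluster -0.02 (adjusted p = 0.936). miR-210 with its miR* had a median of 1.54 (adjusted p = 0.0790, and 0.0115 with the time course as a block), with miR-210* higher when adjusted over the list alone. The hepatocyte list had -0.75 (adjusted p = 0.200, and 0.0180 by fry, a call lost with the time course as a block and with days 1 and 4 only), with miR-194-1 lower when adjusted over the list alone. The Dlk1-Dio3 cluster had -0.28 (adjusted p = 0.415), with miR-337-5p lower when adjusted over the list alone (log2 fold change -2.52) and called over all miRNAs by DESeq2 (adjusted p = 0.000282) and by edgeR with the time course as a block (adjusted p = 0.0209), without a filter and with day as a number. With an estimated correlation no list had an adjusted p under 0.536.

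Between day 1 and day 4, by limma's test, 0 of 279 miRNAs changed in 5′ isomiR share (24 at an unadjusted p under 0.05), 0 of 288 in 3′ isomiR share (24) and 0 of 180 in arm share (14). With 2 libraries per day this does not show that the shares were alike. Of 258 miRNAs, miR-99a*, the passenger strand of miR-99a, changed in the share of tags above 24 nt. This share was 7.24% ± 2.69 (SD, n = 2) at day 1 and 0% in both day 4 libraries, where 354 tags allow up to 0.847% (log2 odds difference -4.76, which depends on the pseudocount, limma's adjusted p = 0.0103 and 0.0309 with the time course as a block). The call was lost without the day 1 library of time course 2 (adjusted p = 0.136) and without either day 4 library (adjusted p = 0.0826 and 0.0716).

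The 3′ isomiR percentages of Table S1 were set beside those of each library, taking in each library the end of a miRNA that came closest, for miRNAs chosen by their tag count and 5′ isomiR share in that table. For 353 of 360 miRNAs (98.1%) they lay within 0.5 points of the day 1 library of time course 1, against 9.72% to 13.6% in the other libraries. Against the merged set, 59 of 360 (16.4%) were that close. The column may therefore hold the values of that library alone rather than of the merged set, which the paper describes as the basis of its later sections.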
